# Gfi1aa/Lsd1 Facilitates Hemangioblast Differentiation Into Primitive Erythrocytes by Targeting *etv2* and *sox7* in Zebrafish

**DOI:** 10.3389/fcell.2021.786426

**Published:** 2022-01-12

**Authors:** Mei Wu, Qi Chen, Jing Li, Yue Xu, Junwei Lian, Yongxiang Liu, Ping Meng, Yiyue Zhang

**Keywords:** zebrafish, hemangioblast differentiation, primitive erythrocyte, Gfi1aa, *etv2*, *sox7*

## Abstract

The first wave of hematopoiesis is the primitive hematopoiesis, which produces embryonic erythroid and myeloid cells. Primitive erythrocytes are thought to be generated from bipotent hemangioblasts, but the molecular basis remains unclear. Transcriptional repressors Gfi1aa and Gfi1b have been shown to cooperatively promote primitive erythrocytes differentiation from hemangioblasts in zebrafish. However, the mechanism of these repressors during the primitive wave is largely unknown. Herein, by functional analysis of zebrafish *gfi1aa* ^*smu10*^, *gfi1b* ^*smu11*^, *gfi1ab* ^*smu12*^ single, double, and triple mutants, we found that Gfi1aa not only plays a predominant role in primitive erythropoiesis but also synergizes with Gfi1ab. To screen Gfi1aa downstream targets, we performed RNA-seq and ChIP-seq analysis and found two endothelial transcription factors, *etv2* and *sox7*, to be repressed by Gfi1aa. Genetic analysis demonstrated Gfi1aa to promote hemangioblast differentiation into primitive erythrocytes by inhibiting both *etv2* and *sox7* in an Lsd1-dependent manner. Moreover, the H3K4me1 level of *etv2* and *sox7* were increased in *gfi1aa* mutant. Taken together, these results suggest that Gfi1aa/Lsd1-dependent *etv2/sox7* downregulation is critical for hemangioblast differentiation during primitive hematopoiesis by inhibition of endothelial specification. The different and redundant roles for Gfi1(s), as well as their genetic and epigenetic regulation during primitive hematopoiesis, help us to better know the molecular basis of the primitive hematopoiesis and sheds light on the understanding the Gfi1(s) related pathogenesis.

## Introduction

Hematopoiesis in vertebrates includes two distinct waves, the primitive wave and the definitive wave. In the primitive wave of mammals, both primitive erythroid and endothelial cells originate from the mesoderm and then aggregate and form the yolk sac blood island (Baron et al., 2012; (Garcia and Larina, 2014). In zebrafish, primitive erythroblasts originate from the lateral plate mesoderm (LPM) and then migrate to the intermediate cell mass, which is equivalent to the yolk sac blood island in mammals (Chen and Zon, 2009). Angioblasts (endothelial precursor cells) migrate to the midline from the LPM and form the vascular cord (Jin et al., 2005). Both hematopoietic and endothelial cells are thought to be derived from a common progenitor known as the hemangioblast (Lancrin et al., 2009; (Lacaud and Kouskoff, 2017), which was first proposed by Muttay in the early chick embryo (Murray, 1932). Although hemangioblasts have not been detected in mice (likely due to rare numbers), in zebrafish, a labeled gastrula-stage cell was shown to generate both hematopoietic and endothelial cells (Vogeli et al., 2006). This result suggests that the zebrafish is a model organism by which to define hemangioblast differentiation.

A series of transcription factors (e.g., *Scl/Tal1* (Gering et al., 1998), *Lmo2* (Patterson et al., 2007), *Gata2* (Lugus et al., 2007), *Etv2* (Liu and Patient, 2008), and *Fli1* (Hart et al., 2000; (Spyropoulos et al., 2000; (Liu et al., 2008)) have been found that are expressed in both hematopoietic and endothelial cells. Genetic mutation of these transcription factors results in both hematopoiesis and vasculogenesis dysfunction (Gering et al., 1998; (Hart et al., 2000; (Spyropoulos et al., 2000; (Lugus et al., 2007; (Patterson et al., 2007; (Liu and Patient, 2008; (Liu et al., 2008), which provides molecular evidence for the existence of a common hemangioblast. Yet, the progression and regulation of hemangioblast differentiation, especially the molecular pathways by which hemangioblast transition to endothelial and hematopoietic cells, are largely unknown.

Gfi1 family members are reported to be involved in hemangioblast differentiation (Moore et al., 2018). Zebrafish has three Gfi1(s) paralogs: Gfi1aa and Gfi1ab are thought to be orthologs of mammalian GFI1 (Wei et al., 2008; (Cooney et al., 2013), and Gfi1b is considered to be the mammalian GFI1B’s ortholog (Cooney et al., 2013). It is reported that Gfi1aa promotes primitive erythropoiesis (Wei et al., 2008), subsequently, Gfi1b is shown synergistically with Gfi1aa to promote primitive erythroblast differentiation from hemangioblasts (Moore et al., 2018), but the molecular basis for their function is largely unclear. Gfi1ab is not expressed in primitive hematopoietic regions (Dufourcq et al., 2004), but its expression is increased in the absence of Gfi1aa (Thambyrajah et al., 2016b), suggesting the unclear role of Gfi1ab in primitive hematopoiesis. In addition, the histone demethylase, Lsd1, which demethylates mono- and di-methylated H3K4, is a co-factor of Gfi1 (Saleque et al., 2007) and critical for Gfi1aa transcription repression (Velinder et al., 2016), and its deficiency blocks primitive erythropoiesis (Takeuchi et al., 2015). Our previous study also has shown Gfi1aa inhibited *cebpa* expression to control neutrophil progenitor expansion was dependent upon Lsd1 (Wu et al., 2021). However, whether Gfi1aa regulates hemangioblast differentiation is dependent upon Lsd1 remains unknown. As such, the different and redundant roles for Gfi1(s), as well as their genetic and epigenetic regulation during primitive erythrocytes differentiated from hemangioblast, are not fully understood.

In this study, we assessed the role of the three zebrafish Gfi1 orthologs during primitive hematopoiesis and found that Gfi1aa, rather than Gfi1b and Gfi1ab, played a predominant role in hemangioblast differentiation to primitive erythroid cells. We screened potential Gfi1aa downstream targets by performing RNA-seq and ChIP-seq analysis and then verified genetic regulation. We found that Gfi1aa, with the help of histone demethylase Lsd1, downregulates *etv2* and *sox7*, suppressing hemangioblast endothelial potential and promoting erythroid differentiation.

## Materials and Methods

### Zebrafish Husbandry

Zebrafish were raised and maintained as described (Westerfield, 2000). The following strains were used: the AB strain, the *gfi1aa* ^*smu10*^ mutant (Wu et al., 2021), the *gfi1b* ^*smu11*^ mutant, and the *gfi1ab* ^*smu12*^ mutant. All zebrafish studies were approved by the South China University of Technology Animal Advisory Committee.

### Generation *gfi1b* and *gfi1ab* Mutants

For the *gfi1b* ^*smu11*^ mutant and the *gfi1ab* ^*smu12*^ mutant, the gRNA (*gfi1b*: 5′- gga​gga​aac​tct​gcc​agc​tg-3′, *gfi1ab*: 5′- ggt​act​cgg​ggt​gtg​aaa​tc-3′) was co-injected with Cas9 protein (NEB, MA, United States; M0646M) into one-cell stage embryos, the gRNAs were synthesized as described (Chang et al., 2013). The raising and screening of mutants were performed as previously described (Chang et al., 2013; (Liu et al., 2014). The genotyping primers were listed in Supplementary Table S1.

### Whole Mount *in situ* Hybridization (WISH) and Immunofluorescence

Probes synthesis and WISH were carried out as described (Thisse and Thisse, 2008). The following probes were synthesized: *gata1*, *alas2*, *scl*, *gata2a*, *fli1*, *etv2*, *sox7*, and *flk1*. Embryos for immunofluorescence were fixed with 4% paraformaldehyde at 23 hpf and dehydrated by methanol. Then the embryos were permeabilized by acetone and stained with GFP antibody (Abcam, Cambridge, UK; ab6658).

### Transgenic Zebrafish Generation and Heat Shock Treatment

For Tg (*hsp70:gfi1aa-eGFP*) transgenic zebrafish, the embryos injected with *pTol-hsp70-eGFP* construct and transposase mRNA (Wu et al., 2021) were raised to adult, then the stable transgenic lines were screened as previously described (Westerfield, 2000). To overexpress *gfi1aa*, 12 hpf embryos were heat shocked for 2 h at 39°C, then the GFP + embryos were picked out for subsequent experiments.

### RNA Isolation and RNA-Seq

The *gfi1aa* ^*smu10*^ mutant, *gfi1b* ^*smu11*^ mutant, and *gfi1ab* ^*smu12*^ mutant were generated from *gfi1aa* ^*smu10/+*^, *gfi1b* ^*smu11/+*^, and *gfi1ab* ^*smu12/+*^ intercrossed embryos by genotyping respectively. The *gfi1aa* ^*smu10*^ *gfi1b* ^*smu11*^ mutant, *gfi1aa* ^*smu10*^ *gfi1ab* ^*smu12*^ mutant, and the *gfi1aa* ^*smu10*^ *gfi1b* ^*smu11*^ *gfi1ab* ^*smu12*^ mutant were generated from *gfi1aa* ^*smu10/+*^ *gfi1b* ^*smu11*^, *gfi1aa* ^*smu10/+*^ *gfi1ab* ^*smu12*^, and *gfi1aa* ^*smu10*^ *gfi1b* ^*smu11*^ *gfi1ab* ^*smu12/+*^ intercrossed embryos by genotyping respectively. Then, RNA from *gfi1*-related single, double, and triple mutants as well as WT (wild type siblings) embryos was extracted with TRIzol reagent (Invitrogen, CA, United States; 15596026). Sequencing libraries were generated using the NEBNext® UltraTM RNA Library Prep Kit for Illumina® RNA (NEB; E7770) according to the manufacturer’s instructions.

### Bioinformatic Analysis

For RNA-seq data, the sequencing reads were mapped to Ensemble zebrafish reference genome (GRCz11) using STAR alignment software (Dobin et al., 2013). The differential gene expression analysis was performed by DESeq2 (Love et al., 2014). For GO enrichment analysis, the Metascape website (https://metascape.org/gp) (Zhou et al., 2019) was used.

### Chromatin Immunoprecipitation-Polymerase Chain Reaction (ChIP-PCR)

Gfi1aa-GFP ChIP assay was performed as previously described (Wu et al., 2021). In detail, ∼250 WT embryos injected with the *hsp-gfi1aa-eGFP* plasmid or *hsp-eGFP* plasmid were heat-shocked and collected at 15 hpf, then the samples were performed by cross-linking, sonication, antibody binding, washing, reverse-cross linking, and ChIP DNA extraction. The ChIP DNA was assessed by qPCR with a LightCycler 96 system (Roche). The comparable WT group and *gfi1aa^smu10^* mutant group were respectively intercrossed for H3K4me1 ChIP. About 200 embryos of each group were collected at 15 hpf and ChIP DNA was extracted as above. The *etv2* ChIP-qPCR primers are used as previously described (Takeuchi et al., 2015), and *sox7* ChIP-qPCR primer is listed in Supplementary Table S1.

### *In vivo* Transient GFP Reporter Assay

For the transient GFP reporter assay, pTol-*etv2*-eGFP and pTol-*sox7*-eGFP plasmids were constructed for GFP expression under the control of *etv2* or *sox7* regulatory regions. For the pTol-*etv2*-eGFP plasmid, the 3.4 kb *etv2* promoter (Veldman and Lin, 2012), containing *etv2 up-1* to *intron-2* region, was cloned by PCR (Primers are listed in Supplementary Table S1) from genomic DNA and inserted into the pTol vector to drive GFP. For the pTol-*sox7*-eGFP plasmid, the 0.7 kb promoter (containing the Gfi1aa binding peak) was cloned and constructed as above. Then, 100 ng/μL of the construct was injected into the WT control and *gfi1aa^smu10^* mutant embryos.

### Microinjection of Morpholinos (MOs)

MOs for *etv2* (5′-cac​tga​gtc​ctt​att​tca​cta​tat​c-3′) (Sumanas and Lin, 2006), *lsd1* (5′-gtt​att​cac​acc​ttg​ttg​aga​ttt​c-3′) (Takeuchi et al., 2015), and *sox7* (5′-acg​cac​tta​tca​gag​ccg​cca​tgt​g-3′) (Cermenati et al., 2008) were synthesized by Gene Tools and dissolved in water. One-cell stage embryos were collected and injected. For double knockdown, the final concentration of 0.005 pmol *etv2* MO and 0.5 pmol *sox7* MO were used.

### Statistical Analysis

GraphPad Prism 7.0 was used for analysis of experimental data. The Fisher’s exact test was used to compare the difference between two categorical variables. The Unpaired *t-*test was used to compare the mean difference of two independent groups. The *p*-value less than 0.05 was considered statistically significant.

## Results

### Gfi1ab Synergizes With Gfi1aa to Promote Primitive Erythropoiesis

To determine the relationship of three Gfi1(s) to primitive hematopoiesis, we utilized a *gfi1aa* ^*smu10*^ zebrafish mutant (Wu et al., 2021)) and generated *gfi1b* ^*smu11*^ and *gfi1ab* ^*smu12*^ zebrafish mutants with CRISPR/Cas9 technology (Supplementary Figure one). Similar to the *gfi1aa* ^*smu10*^ mutant (Wu et al., 2021), *gfi1b* ^*smu11*^ and *gfi1ab* ^*smu12*^ mutants, with a 58-nt insertion (Supplementary Figure S1A) and a 1-nt deletion (Supplementary Figure S1B), respectively, were predicted to disrupt C2H2 type zinc finger domains. To identify the respective roles of Gfi1 members in primitive erythropoiesis, we compared erythroid marker, *gata1*, expression by WISH in each mutant. We found the expression of *gata1* was decreased in *gfi1aa* ^*smu10*^ mutant embryos compared to their siblings, while no apparent difference in the *gfi1b* ^*smu11*^ mutant was found compared to siblings (Figure 1A), which is consistent with previously described *gfi1aa* ^*qmc551*^ and *gfi1b* ^*qmc554*^ mutants (Moore et al., 2018). We also monitored the phenotype of *gfi1ab* ^*smu12*^ mutants and found *gata1* expression was no altered (Figure 1A), suggesting that loss of *gfi1ab* does not affect primitive erythropoiesis.

**FIGURE 1:**
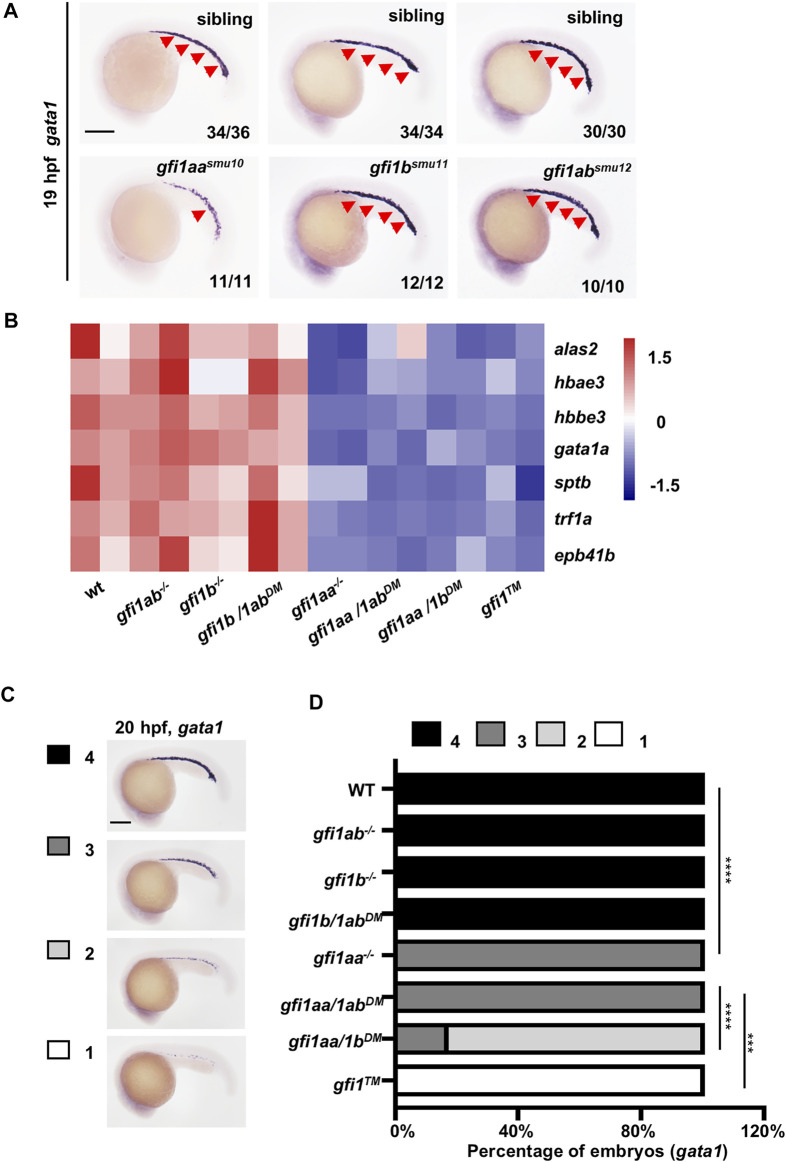
*gfi1aa* plays the key role in primitive erythropoiesis **(A)** Expression of *gata1* was increased in *gfi1aa* ^*smu10*^ mutants compared to siblings, whereas *gfi1b* ^*smu11*^ and *gfi1ab* ^*smu12*^ mutants show normal *gata1* expression at 19 hpf by WISH. The numbers in the lower right corner indicate representative expression embryo numbers of the indicated marker. Scale bar: 200 μm **(B)** Heatmap of WT, *gfi1aa* ^*−/−*^, *gfi1b* ^*−/−*^, *gfi1ab* ^*−/−*^ signal mutant, *gfi1aa/1b* ^*DM*^, *gfi1aa/1ab* ^*DM*^, *gfi1b/1ab* ^*DM*^ double mutant and *gfi1* ^*TM*^ triple mutant shows the gene expression levels of erythroid genes (*alas2*, *hbae3*, *hbbe3*, *gata1a*, *sptb*, *trf1a,* and *epb41b*). The color scale indicated the expression level **(C,D)** Expression of *gata1* was decreased in *gfi1aa* related mutant (*gfi1aa* ^*−/−*^, *gfi1aa/1ab* ^*DM*^, *gfi1aa/1b* ^*DM*^, and *gfi1* ^*TM*^) compared to WT and other mutants at 20 hpf by WISH **(C)** The *gfi1aa* ^*+/-*^; *gfi1b* ^*+/-*^; *gfi1ab* ^*+/-*^ intercross embryos were divided into four categories according to *gata1* expression **(D)** The percentage of WT, *gfi1aa* ^*−/−*^, *gfi1b* ^*−/−*^, *gfi1ab* ^*−/−*^ signal mutant, *gfi1aa/1b* ^*DM*^, *gfi1aa/1ab* ^*DM*^, *gfi1b/1ab* ^*DM*^ double mutant and *gfi1* ^*TM*^ triple mutant according to the categories (****p < 0.0001, ***p < 0.001, Fisher exact tests, n ≥ 10 for each group).

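RNA sequencing counts the reads that come from the transcripts of each gene. The RNA was extracted with TRIzol from whole embryos labelled as 15 h post fertilization (hpf), and the libraries were made with the NEBNext Ultra kit. The 16 libraries cover 8 genotypes with 2 replicates each. These are wild type (WT), the single mutants gfi1aa−/−, gfi1b−/− and gfi1ab−/−, the double mutants gfi1aa/1b DM, gfi1aa/1ab DM and gfi1b/1ab DM, and the triple mutant gfi1 TM. The methods name different crosses for the single mutants, gfi1aa/1b DM, gfi1aa/1ab DM and gfi1 TM, and none for gfi1b/1ab DM or the WT siblings, so it is not known which libraries share a clutch. The authors mapped the reads to the GRCz11 assembly with STAR and deposited the number of reads counted on each Ensembl gene, without normalization. The counts join reads from both strands and leave out reads that map to several places, so they are uncertain for genes that overlap another gene or have near-identical copies. Total counts on genes were 19673394 and 20541651 in the WT replicates and 19022917 and 22524501 in gfi1aa−/−, and lay between 15657371 and 22524501 (median 19442820) over all 16 libraries. From these counts, library sizes were normalized with edgeR's TMM method, low counts were removed with edgeR's filterByExpr, and 19903 genes were tested with the edgeR quasi-likelihood test. The model had 1 mean per genotype and left 8 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. For this step the paper's methods name DESeq2, and its text gives no threshold specific to RNA-seq.

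The 3 targeted genes were counted in every library. gfi1aa (ENSDARG00000020746) had between 126 and 267 counts. Its mean in CPM, that is in counts scaled to the same normalized library size, was 8.95 ± 1.2 (SD, n = 8) in the libraries of mutants lacking gfi1aa and 10.8 ± 1.26 (SD, n = 8) in the others, a log2 fold change of −0.27 (standard error 0.080, adjusted p = 0.038). Under the other settings tried for this value, its adjusted p ranged from 0.036 to 0.066, the highest with DESeq2 on all libraries, and it was above 0.05, so that the call was lost, in 11 of the 16 fits that each left out a library. gfi1b (ENSDARG00000079947) had between 47 and 120 counts, and its log2 fold change in gfi1b−/− against WT was 0.30 (standard error 0.26, adjusted p = 0.55). gfi1ab (ENSDARG00000044457) had between 23 and 74 counts, and its log2 fold change in gfi1ab−/− against WT was −0.02 (standard error 0.29, adjusted p = 0.98). The paper describes a short insertion in gfi1b and a short deletion in gfi1ab, which leave the rest of each transcript to be counted, so these counts do not identify the genotype of a library.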

To further identify the relationships among the three *gfi1* members, we performed RNA-seq on wild-type (WT), *gfi1aa* ^*smu10*^, *gfi1b* ^*smu11*^, *gfi1ab* ^*smu12*^ single mutant, *gfi1aa* ^*smu10*^ *gfi1b* ^*smu11*^, *gfi1aa* ^*smu10*^ *gfi1ab* ^*smu12*^, *gfi1b* ^*smu11*^ *gfi1ab* ^*smu12*^ double mutant and *gfi1aa* ^*smu10*^ *gfi1b* ^*smu11*^ *gfi1ab* ^*smu12*^ triple mutant (hereafter referred to as *gfi1aa* ^*−/−*^, *gfi1b* ^*−/−*^, *gfi1ab* ^*−/−*^, *gfi1aa/1b* ^*DM*^, *gfi1aa/1ab* ^*DM*^, *gfi1b/1ab* ^*DM*^, and *gfi1* ^*TM*^). As shown in the RNA-seq heatmap, we found that erythroid markers (*alas2*, *hbae3*, *hbbe3*, *gata1a*, *sptb*, *trf1a,* and *epb41b*) were decreased in *gfi1aa* related mutants (*gfi1aa* ^*−/−*^, *gfi1aa/1b* ^*DM*^, *gfi1aa/1ab* ^*DM*^ and *gfi1* ^*TM*^) compared to WT and *gfi1aa* unrelated mutants (*gfi1b* ^*−/−*^, *gfi1ab* ^*−/−*^ and *gfi1b/1ab* ^*DM*^) (Figure 1B). 

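All 7 genes had lower normalized counts in the 8 libraries of gfi1aa related mutants than in the 8 libraries of WT and gfi1aa unrelated mutants, and all 7 passed the threshold whether p-values were adjusted over all genes or adjusted over the list alone. The paper presents these genes in a heatmap of the same libraries and does not say how they were picked, so the second count may not be independent evidence. hbbe3 (ENSDARG00000038147) had the largest fall, from 16.7 ± 2.60 CPM (SD, n = 8) to 1.24 ± 0.809 (SD, n = 8), a log2 fold change of −3.92 (standard error 0.19, adjusted p = 1.22e-08). gata1a (ENSDARG00000013477) fell from 14.3 ± 1.60 CPM (SD, n = 8) to 4.77 ± 1.04 (SD, n = 8), a log2 fold change of −1.59 (standard error 0.078, adjusted p = 1.22e-08). epb41b (ENSDARG00000029019) had a log2 fold change of −3.04 (standard error 0.27, adjusted p = 5.77e-06), with only 1 to 11 counts per library in gfi1aa related mutants. The gene listed as tfr1a (ENSDARG00000101322), which was taken as the paper's trf1a, had a log2 fold change of −2.28 (standard error 0.15, adjusted p = 1.65e-07). alas2 (ENSDARG00000038643), hbae3 (ENSDARG00000079305) and sptb (ENSDARG00000030490) had log2 fold changes of −1.49, −1.95 and −1.52, with standard errors from 0.13 to 0.18 and adjusted p-values up to 9.1e-05. In 6 of the 7 genes, every library of gfi1aa related mutants lay below every other library, which chance gives for 0.0155% of genes in either direction together. The exception was alas2, with 1.43 to 7.84 CPM in gfi1aa related mutants and 5.91 to 11.4 in the others.

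In the gene order of the GRCz12tu assembly, tfr1a lies within 10 Mb of gfi1aa, where 26.2% of genes changed between the 2 sides against 15.0% elsewhere. hbbe3 lies within 10 Mb of slc16a6a, where 34.3% of genes changed against 14.8% elsewhere. In gfi1 TM, slc16a6a had 94.9 ± 0.41 CPM (SD, n = 2) against 103 ± 5.1 (SD, n = 2) in WT. There hbbe3 had 1.46 ± 0.84 CPM (SD, n = 2) against 18.0 ± 2.4 (SD, n = 2) in WT, so it stayed low where slc16a6a did not. hbae3 and hbbe3 belong to the globin family, and reads shared with near-identical family members were not counted. Among all genes, 1409 were higher and 1487 lower in gfi1aa related mutants. Fitting only the 2 sides, without a mean per genotype, moved these numbers most, to 147 and 111, and left all 7 erythroid genes lower. With each library left out in turn, the number of higher genes ranged from 838, without gfi1aa−/− replicate 2, to 1906, without gfi1 TM replicate 2.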

For validation, we further performed *gata1* WISH on these mutants. Consistent with the RNA-seq data, the expression of *gata1* was not altered in WT and *gfi1aa* unrelated mutants (Figures 1C,D). The expression of *gata1* was decreased in *gfi1aa* mutants and *gfi1aa/1ab* ^*DM*^, further decreased in *gfi1aa/1b* ^*DM*^ and the most decreased in *gfi1* ^*TM*^ (Figures 1C,D). We then explored the genetic interplay among *gfi1s* and found *gfi1b* was decreased in *gfi1aa*-related mutants whereas *gfi1ab* was ectopic increased in *gfi1aa*-related mutants (Supplementary Figure S2A,B), suggesting *gfi1aa* dominates the expression of *gfi1b* and *gfi1ab*. These data indicate that Gfi1aa plays a predominant role in promoting primitive erythropoiesis, and that Gfi1ab, together with Gfi1b, play synergistic roles in the process.

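To compare genotypes over the 7 erythroid genes together, an erythroid score was calculated for each library as the mean of their log2 CPM, each gene centred on its mean over the 16 libraries. The score was 1.08 ± 0.29 (SD, n = 2) in WT, 0.82 ± 0.06 (SD, n = 2) in gfi1b−/−, 1.33 ± 0.19 (SD, n = 2) in gfi1ab−/− and 1.15 ± 0.32 (SD, n = 2) in gfi1b/1ab DM. It was −1.38 ± 0.02 (SD, n = 2) in gfi1aa−/−, −1.13 ± 0.27 (SD, n = 2) in gfi1aa/1b DM, −0.82 ± 0.06 (SD, n = 2) in gfi1aa/1ab DM and −1.04 ± 0.55 (SD, n = 2) in gfi1 TM. The mean score of gfi1aa related mutants differed from that of the other genotypes by −2.19 (two-sided exact permutation test of 8 against 8 libraries, p = 0.0001554, the smallest p this test allows). This test and the later permutation tests of scores exchange single libraries, so the 2 libraries of a genotype count as independent. With the 15 testable genes of 20 further erythroid genes chosen from general knowledge added to the list, the difference was −1.14.

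**Figure D1:**
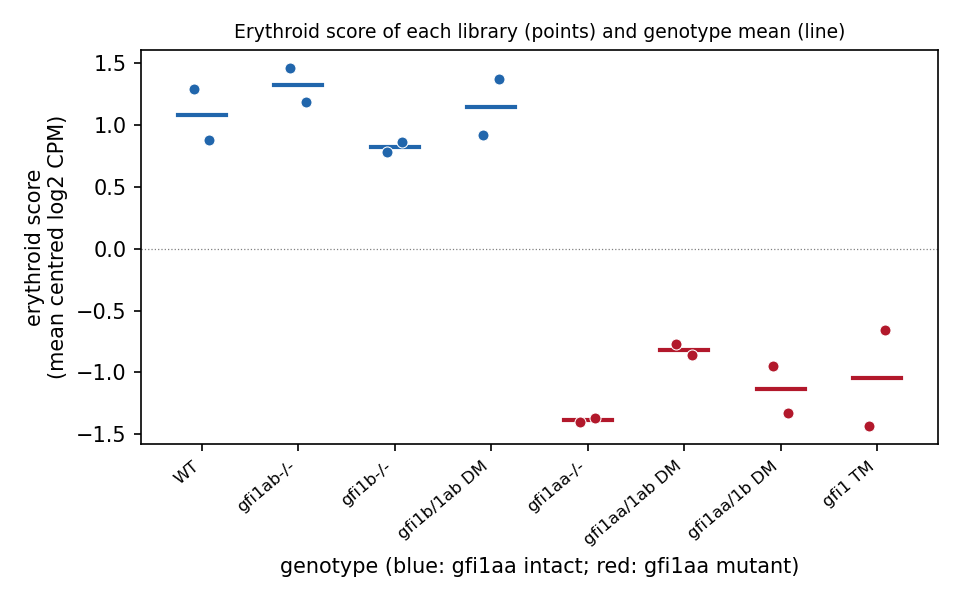
Erythroid score of each library (points) and mean of each genotype (lines), in mean centred log2 CPM, with genotypes that have intact gfi1aa in blue and gfi1aa mutants in red. The genotype means lie between 0.82 and 1.33 with gfi1aa intact and between −1.38 and −0.82 without it.

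Among gfi1aa related mutants, loss of gfi1b changed the score by 0.01 (two-sided exact permutation test of 4 against 4 libraries, p = 0.971). With every genotype at equal weight, the direction of this difference depended on single libraries, from −0.19 without gfi1 TM replicate 2 to 0.20 without gfi1 TM replicate 1, and it was −0.085 with the added genes. Loss of gfi1ab changed it by 0.33 (exact permutation test, p = 0.171), and with genotypes at equal weight by 0.13 without gfi1 TM replicate 2 and 0.52 without gfi1 TM replicate 1. The score of gfi1 TM differed by 0.07 from that of the other gfi1aa related mutants (exact permutation test, p = 0.714), and this was −0.32 without gfi1 TM replicate 2 and 0.46 without gfi1 TM replicate 1. Where gfi1aa was intact, the score differed by −0.22 with loss of gfi1b (exact permutation test, p = 0.286) and by 0.28 with loss of gfi1ab (exact permutation test, p = 0.143), where 0.0286 is the smallest p possible.
Of the 7 genes, 0 passed the threshold against WT in gfi1b−/−, in gfi1ab−/− and in gfi1b/1ab DM, and at an unadjusted p under 0.05 there were 1 lower, 1 higher and 0. Against WT, 7 were lower in gfi1aa/1b DM, 6 in gfi1aa/1ab DM and 7 in gfi1 TM. The exception in gfi1aa/1ab DM was alas2, with a log2 fold change of −0.46 (standard error 0.31, adjusted p = 0.317), and its gfi1aa by gfi1ab interaction was 1.03 (standard error 0.34, adjusted p = 0.077). Between gfi1 TM and gfi1aa−/−, 1 gene differed, hbae3, which was higher in gfi1 TM by a log2 fold change of 1.80 (standard error 0.30, adjusted p = 0.0023). The gfi1aa by gfi1b and the gfi1aa by gfi1ab interactions were each past the threshold for 0 of the 7 genes, and for 2 and 3 at an unadjusted p under 0.05. From the RNA-seq and the WISH of these mutants, the paper concludes that Gfi1aa has the predominant role in promoting primitive erythropoiesis, with synergistic roles for Gfi1ab and Gfi1b.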

### Identification of Gfi1aa Target Genes That Promote Hemangioblast Differentiation Into Primitive Erythroid Cells

Gfi1aa and Gfi1b control primitive erythroblast differentiation by inhibition of endothelial programs (Moore et al., 2018), but the regulatory mechanisms and the key downstream factors are largely unknown. We speculated that Gfi1aa target genes probably exist in the upregulated genes of *gfi1aa* ^*−/−*^ mutant RNA-seq. 

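In gfi1aa−/− against WT, 1287 genes were higher and 1126 lower, and 5040 genes differed at an unadjusted p under 0.05. When a log2 fold change of at least 1 was also required, 682 were higher and 501 lower. Of the 1287 higher genes, 311 (24.2%) were also higher than WT in all 3 gfi1aa unrelated mutants, and 209 (16.2%) were also higher on loss of gfi1aa in at least 1 of the 3 comparisons made within another mutant background (gfi1aa/1b DM against gfi1b−/−, gfi1aa/1ab DM against gfi1ab−/−, gfi1 TM against gfi1b/1ab DM). Among 20 endothelial genes chosen from general knowledge and not named by the paper, 2 were higher (10% against 6.46% of the other genes tested; Fisher's exact test, odds ratio 1.61, p = 0.374), and 2 when adjusted over the list alone. In the 8 libraries of gfi1aa related mutants against the other 8, the same list had 10 higher genes (50% against 7.04%; Fisher's exact test, odds ratio 13.2, p = 2.93e-07), and 14 when adjusted over the list alone.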

Through Gene Ontology (GO) enrichment analysis of upregulated genes, we found vasculature development to be the most enriched GO term (Supplementary Figure 3A). Representative endothelial markers (including *sox7*, *flt4*, *cdh5*, *clec14a*, *etv2,* and *egfl7* (Kaipainen et al., 1995; (Parker et al., 2004; (Sumanas et al., 2005; (Pham et al., 2007; (Cermenati et al., 2008)) were all upregulated in *gfi1aa* ^*−/−*^ mutant RNA-seq (Supplementary Figure S3B). 

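All 6 genes were higher in gfi1aa−/− than in WT. clec14a (ENSDARG00000103533) had 12.9 ± 0.737 CPM (SD, n = 2) in gfi1aa−/− and 7.88 ± 0.302 (SD, n = 2) in WT, a log2 fold change of 0.72 (standard error 0.12, adjusted p = 0.0015). cdh5 (ENSDARG00000075549) had 23.8 ± 2.71 (SD, n = 2) and 15.4 ± 1.18 (SD, n = 2), a log2 fold change of 0.64 (standard error 0.13, adjusted p = 0.0040). sox7 (ENSDARG00000030125), egfl7 (ENSDARG00000100657), flt4 (ENSDARG00000104453) and etv2 (ENSDARG00000053868) had log2 fold changes of 0.52, 0.52, 0.45 and 0.31, with standard errors from 0.075 to 0.14 and adjusted p-values up to 0.030. With each library left out in turn, the log2 fold change stayed between 0.66 and 0.77 for clec14a and between 0.52 and 0.74 for cdh5. The number of genes past the threshold was 6 when adjusted over the list alone, in a list that the paper presents from these same libraries. It was 6 with DESeq2 fitted to all libraries. With DESeq2 fitted to the 4 libraries compared it was 3, or 6 at an unadjusted p under 0.05. It was 0 when edgeR's adjusted p was joined with a log2 fold change of at least 1.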

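An endothelial score was calculated for each library in the same way from sox7, flt4, cdh5, clec14a, etv2 and egfl7. It was −0.29 ± 0.02 (SD, n = 2) in WT, −0.43 ± 0.00 (SD, n = 2) in gfi1b−/−, −0.30 ± 0.07 (SD, n = 2) in gfi1ab−/− and −0.33 ± 0.15 (SD, n = 2) in gfi1b/1ab DM. In the mutants lacking gfi1aa it was 0.24 ± 0.03 (SD, n = 2) in gfi1aa−/−, 0.16 ± 0.01 (SD, n = 2) in gfi1aa/1b DM, 0.39 ± 0.04 (SD, n = 2) in gfi1aa/1ab DM and 0.55 ± 0.04 (SD, n = 2) in gfi1 TM. The difference between the 8 libraries with and the 8 without loss of gfi1aa was 0.67 (two-sided exact permutation test, p = 0.0001554, the smallest p it allows).

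**Figure D2:**
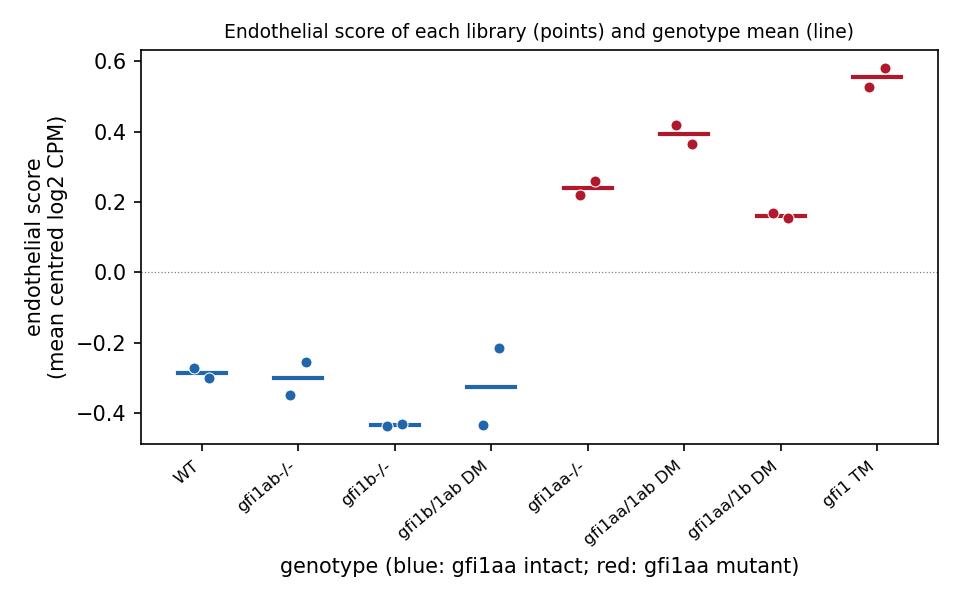
Endothelial score of each library (points) and mean of each genotype (lines), in mean centred log2 CPM, with genotypes that have intact gfi1aa in blue and gfi1aa mutants in red. The genotype means lie between −0.43 and −0.29 with gfi1aa intact and between 0.16 and 0.55 without it, and gfi1 TM has the highest mean.

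The score of gfi1 TM was 0.29 above that of the other mutants lacking gfi1aa (two-sided exact permutation test of 2 against 6 libraries, p = 0.0357, the smallest p it allows). Against gfi1aa−/−, 3 of the 6 genes were higher in gfi1 TM. These were etv2 with a log2 fold change of 0.48 (standard error 0.074, adjusted p = 0.0013), clec14a with 0.46 (standard error 0.12, adjusted p = 0.021) and cdh5 with 0.46 (standard error 0.12, adjusted p = 0.028). sox7, flt4 and egfl7 had log2 fold changes of 0.19, 0.01 and 0.29 in this comparison, with adjusted p-values from 0.139 to 0.977. Over the 4 genotypes lacking gfi1aa, the score differed by 0.27 with loss of gfi1ab (exact permutation test, p = 0.0286, the smallest p it allows) and by 0.04 with loss of gfi1b (exact permutation test, p = 0.686). The tests of gfi1 TM and of gfi1ab loss count the 2 libraries of a genotype as independent. They therefore cannot tell an effect of the mutations from a difference between the clutches of these few genotypes. The difference with loss of gfi1ab was 0.15 (exact permutation test, p = 0.171) when 20 endothelial genes chosen from general knowledge were added.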

By comparison of the differential expression of the endothelial markers among all *gfi1* mutants, we found representative genes were specifically upregulated in all *gfi1aa*-related mutants (Figure 2A), and particularly upregulated in *gfi1* ^*TM*^. These data suggest that Gfi1aa, rather than Gfi1b or Gfi1ab, plays a predominant role in the inhibition of endothelial programs during hemangioblast differentiation into primitive erythrocytes.

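Of the 6 endothelial genes, 0 passed the threshold against WT in gfi1b−/−, in gfi1ab−/− and in gfi1b/1ab DM. At an unadjusted p under 0.05, there was 1 lower in gfi1b−/−, 1 higher in gfi1ab−/−, and 1 higher and 1 lower in gfi1b/1ab DM. The log2 fold changes lay between −0.31 and 0.11 in gfi1b−/− (lowest adjusted p = 0.173), between −0.17 and 0.33 in gfi1ab−/− (lowest adjusted p = 0.124), and between −0.34 and 0.30 in gfi1b/1ab DM (lowest adjusted p = 0.123). With gfi1aa also lost, 4 of the 6 were higher than WT in gfi1aa/1b DM, 5 in gfi1aa/1ab DM and 6 in gfi1 TM. Whether the effect of losing gfi1aa changed with the other genes was tested with interaction terms. The gfi1aa by gfi1b interaction passed the threshold for 0 of the 6 genes, with 2 at an unadjusted p under 0.05. The gfi1aa by gfi1ab interaction passed it for cdh5, at 0.47 (standard error 0.13, adjusted p = 0.034), and for etv2, at 0.35 (standard error 0.075, adjusted p = 0.010). From the upregulation in gfi1aa related mutants, the paper proposes that Gfi1aa, rather than the other family members, is the main inhibitor of endothelial programs in the differentiation of hemangioblasts into primitive erythrocytes.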

**FIGURE 2:**
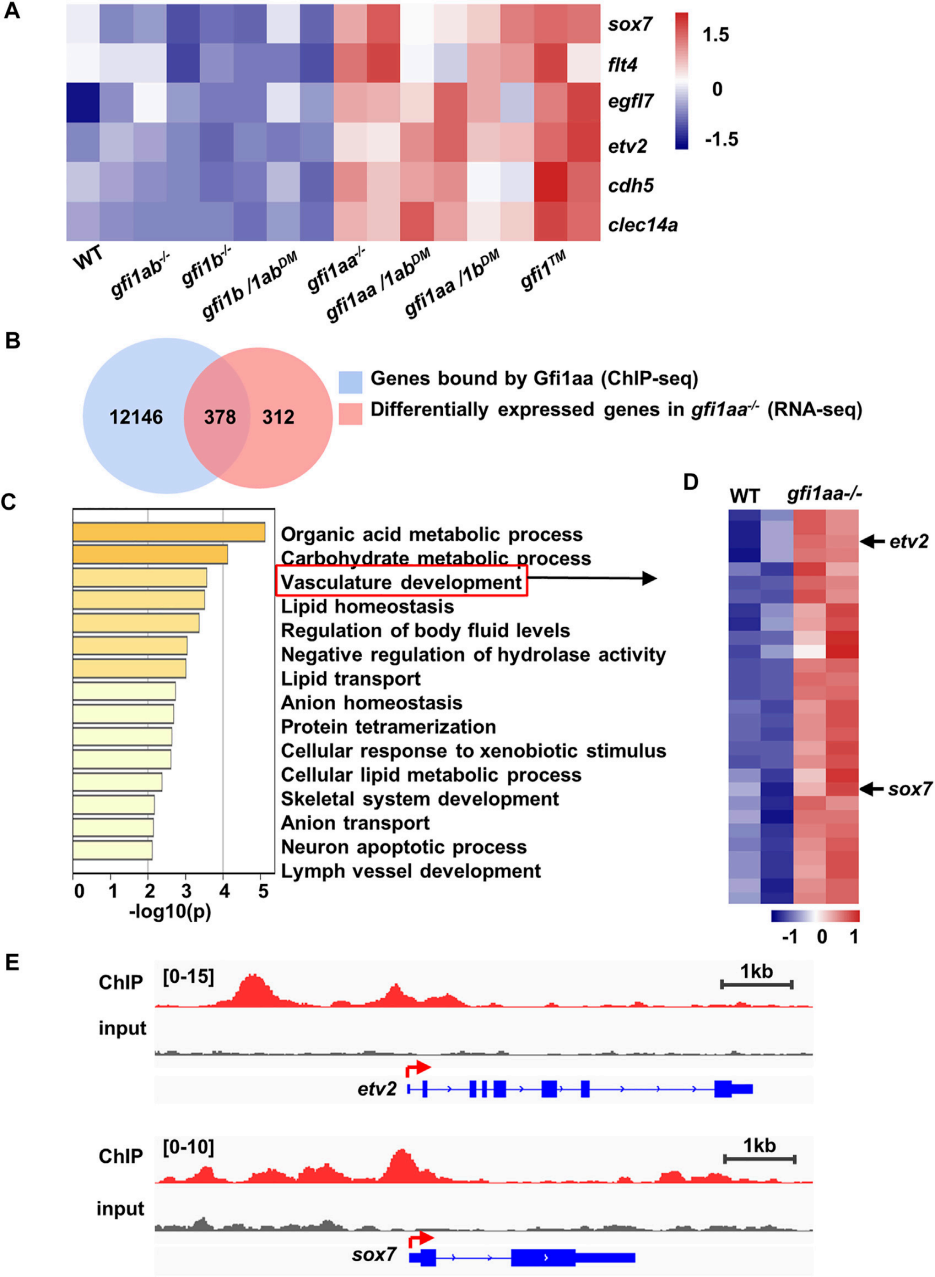
Gfi1aa could bind to *etv2* and *sox7* regulator regions **(A)** Endothelial genes were increased in *gfi1aa* related mutants. Heatmap of WT, *gfi1aa* ^*−/−*^, *gfi1b* ^*−/−*^, *gfi1ab* ^*−/−*^ signal mutant, *gfi1aa/1b* ^*DM*^, *gfi1aa/1ab* ^*DM*^, *gfi1b/1ab* ^*DM*^ double mutant and *gfi1* ^*TM*^ triple mutant showed the gene expression levels of endothelial genes (*sox7*, *flt4*, *cdh5*, *clec14a*, *etv2,* and *egfl7*). The color scale indicated the expression level **(B)** Combinational analysis of *gfi1aa* ^*−/−*^ RNA-seq and Gfi1aa-eGFP ChIP-seq. 378 genes were overlapped between 690 up-regulated genes in *gfi1aa* ^*−/−*^ mutant and 12,524 genes bound by Gfi1aa **(C)** Go enrichment analysis of the 378 combinational genes. Vasculature development GO term was indicated by the red box **(D)** Heat map of WT and *gfi1aa* ^*−/−*^ mutant showed the vasculature development genes expression levels from **(C)**. The color scale indicated the expression level **(E)** Visualization of Gfi1aa binding sites on *etv2* **(top)** and *sox7* **(bottom)** indicated by Gfi1aa ChIP-seq (red) compared to input control (grey) through integrative genomics viewer (IGV).

As Gfi1(s) function as transcription repressors, it is important to know which genes are directly targeted by Gfi1(s). By reanalyzing our previously performed Gfi1aa-eGFP ChIP-seq data (Wu et al., 2021), we found 12,524 genes bound by Gfi1aa with analyzing the peaks located 2 kb upstream and 2 kb downstream from the transcription start site (TSS) (Figure 2B). When RNA-seq upregulated genes of the *gfi1aa* ^*−/−*^ mutant were combined with the Gfi1aa ChIP targeted genes, we identified 378 candidates that may be directly targeted and transcriptionally suppressed by Gfi1aa (Figure 2B). As expected, the GO term analysis for the 378 candidate targets showed that the vasculature development pathway was highly enriched (Figure 2C). 29 endothelial associated genes were found to be involved in the pathway (Figure 2D). We then compared the differential expression of these genes among all *gfi1* mutants and found *sox7*, *flt4*, *egfl7*, *cdh5*, *etv2* were upregulated in *gfi1aa*-related mutants (Supplementary Figure S4A).

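Over all 8 libraries on each side, the log2 fold changes on loss of gfi1aa were 0.62 for sox7 (standard error 0.069, adjusted p = 5.05e-05), 0.55 for flt4 (standard error 0.065, adjusted p = 7.80e-05), 0.45 for egfl7 (standard error 0.062, adjusted p = 0.000299), 0.86 for cdh5 (standard error 0.065, adjusted p = 1.03e-06) and 0.61 for etv2 (standard error 0.038, adjusted p = 1.33e-07). In 4 of these genes, every library of gfi1aa related mutants was above every other library. The exception was egfl7, with 17.3 to 25.5 CPM in gfi1aa related mutants and 12.5 to 18.1 in the others. Loss of gfi1aa could also be compared within each mutant background. In gfi1aa/1b DM against gfi1b−/−, 4 of these genes passed the threshold, with log2 fold changes of 0.70 for sox7, 0.61 for flt4, 0.61 for cdh5 and 0.55 for etv2, and egfl7 had 0.34 (adjusted p = 0.149). In gfi1aa/1ab DM against gfi1ab−/−, sox7, egfl7, cdh5 and etv2 passed it with 0.55, 0.42, 1.00 and 0.73, and flt4 had 0.34 (adjusted p = 0.099). The interaction of gfi1aa with gfi1b was −0.04 for egfl7 (standard error 0.12, adjusted p = 0.905) and that with gfi1ab was 0.04 for flt4 (standard error 0.13, adjusted p = 0.893). In gfi1 TM against gfi1b/1ab DM, all 5 passed it, with 0.72 for sox7, 0.80 for flt4, 0.52 for egfl7, 1.19 for cdh5 and 0.84 for etv2. Over all genes tested, 10 were higher on loss of gfi1aa in all 4 comparisons, among them sox7, etv2 and cdh5, where 0.0193 are expected if the comparisons were independent.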

As transcription factors are thought to be critical for cell fate determination, we speculated that some transcription factors may be responsible for Gfi1aa involvement in primitive erythropoiesis. *Etv2* and *Sox7*, two hemangioblast markers, were both highly expressed in mesodermal precursors but downregulated in differentiated hematopoietic cells (Gandillet et al., 2009; (Costa et al., 2012; (Veldman and Lin, 2012; (Sumanas and Choi, 2016). Previous studies showed that overexpression of either one promoted endothelial specification (Kataoka et al., 2011; (Costa et al., 2012). Moreover, *etv2* and *sox7* genes were highly bound by Gfi1aa-eGFP and their mRNAs were upregulated in *gfi1aa*-related mutants (Figures 2D,E, Supplementary Figure S4A). Therefore, we speculate that Gfi1aa may directly target and suppress *etv2* and *sox7* to promote hemangioblast differentiation into primitive erythrocytes by preventing the endothelial specification program.

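The counts of etv2 and sox7 in each genotype show how far the rise depended on the background. etv2 had 49.2 ± 3.57 CPM (SD, n = 2) in WT, 46.3 ± 2.36 (SD, n = 2) in gfi1b−/−, 50.6 ± 0.0616 (SD, n = 2) in gfi1ab−/− and 47.8 ± 0.431 (SD, n = 2) in gfi1b/1ab DM. It had 61.0 ± 1.80 (SD, n = 2) in gfi1aa−/−, 67.8 ± 1.32 (SD, n = 2) in gfi1aa/1b DM, 83.8 ± 5.49 (SD, n = 2) in gfi1aa/1ab DM and 85.3 ± 4.85 (SD, n = 2) in gfi1 TM. sox7 had 14.0 ± 2.16 CPM (SD, n = 2) in WT, 12.0 ± 0.371 (SD, n = 2) in gfi1b−/−, 12.7 ± 0.973 (SD, n = 2) in gfi1ab−/− and 14.0 ± 2.66 (SD, n = 2) in gfi1b/1ab DM. In the gfi1aa related mutants it had 20.2 ± 1.5 (SD, n = 2) in gfi1aa−/−, 19.5 ± 1.99 (SD, n = 2) in gfi1aa/1b DM, 18.7 ± 0.967 (SD, n = 2) in gfi1aa/1ab DM and 23.0 ± 0.185 (SD, n = 2) in gfi1 TM. The gfi1aa by gfi1ab interaction of sox7 was 0.02 (standard error 0.14, adjusted p = 0.950).

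**Figure D3:**
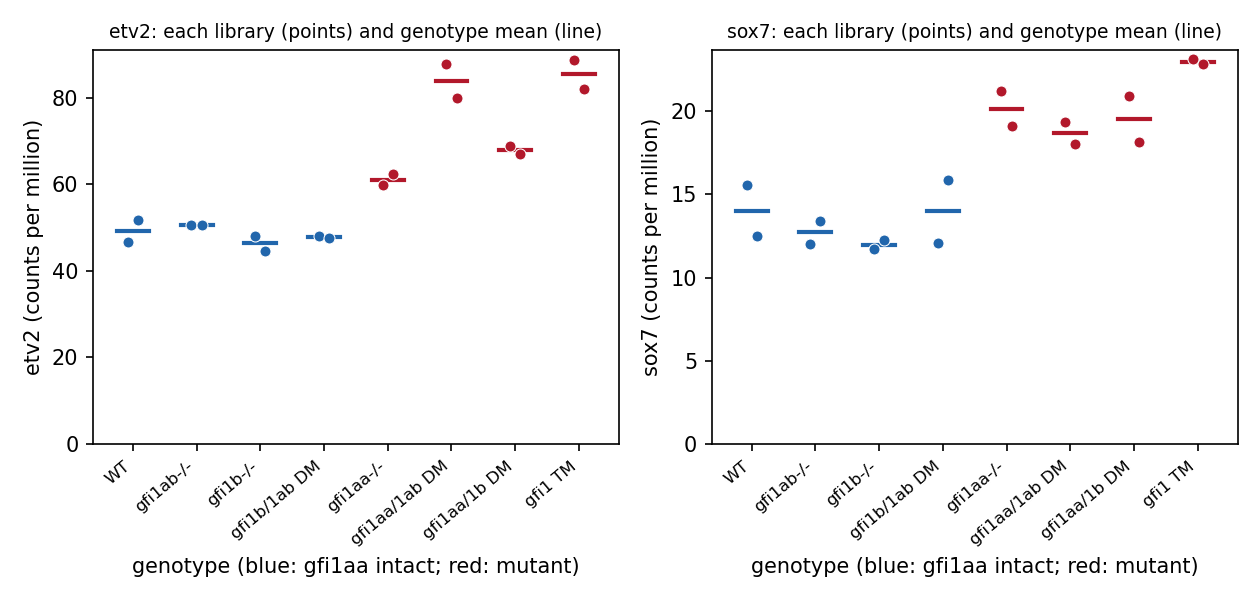
CPM of etv2 (left) and sox7 (right) in each library (points) with the mean of each genotype (lines), with genotypes that have intact gfi1aa in blue and gfi1aa mutants in red. The lowest mean without gfi1aa is 61.0 for etv2 and 18.7 for sox7, above the highest mean with gfi1aa intact, which is 50.6 for etv2 and 14.0 for sox7.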

### Gfi1aa Directly Targets *etv2* and *sox7* and Suppresses Their Transcription

To test the hypothesis, we first validated our digital data. For validation of ChIP-seq results, we performed a ChIP-PCR assay using the pTol2-*hsp-gfi1aa-eGFP* construct to assess whether Gfi1aa could bind to *etv2* and *sox7* regulatory regions (Figure 3A). Previous data showed that three *etv2* regulator regions (*up1*, *-110 ∼ -35bp* and *intron-2*) recapitulated *etv2* expression (Veldman and Lin, 2012). ChIP PCR results showed that Gfi1aa could bind to these *etv2* regulator regions (*up1*, *-110 ∼ -35bp*, *intron-2*) compared to the gene body control region (*exon-8*) (Figures 3B,C), which is consistent with the ChIP-seq data (Figure 2E). Moreover, ChIP PCR also showed an enrichment of Gfi1aa on *sox7* regulatory region (*-520 ∼ 180bp*) (Figures 3D,E). These data suggest that the regulatory regions of *etv2* and *sox7* were directly bound by Gfi1aa.

**FIGURE 3:**
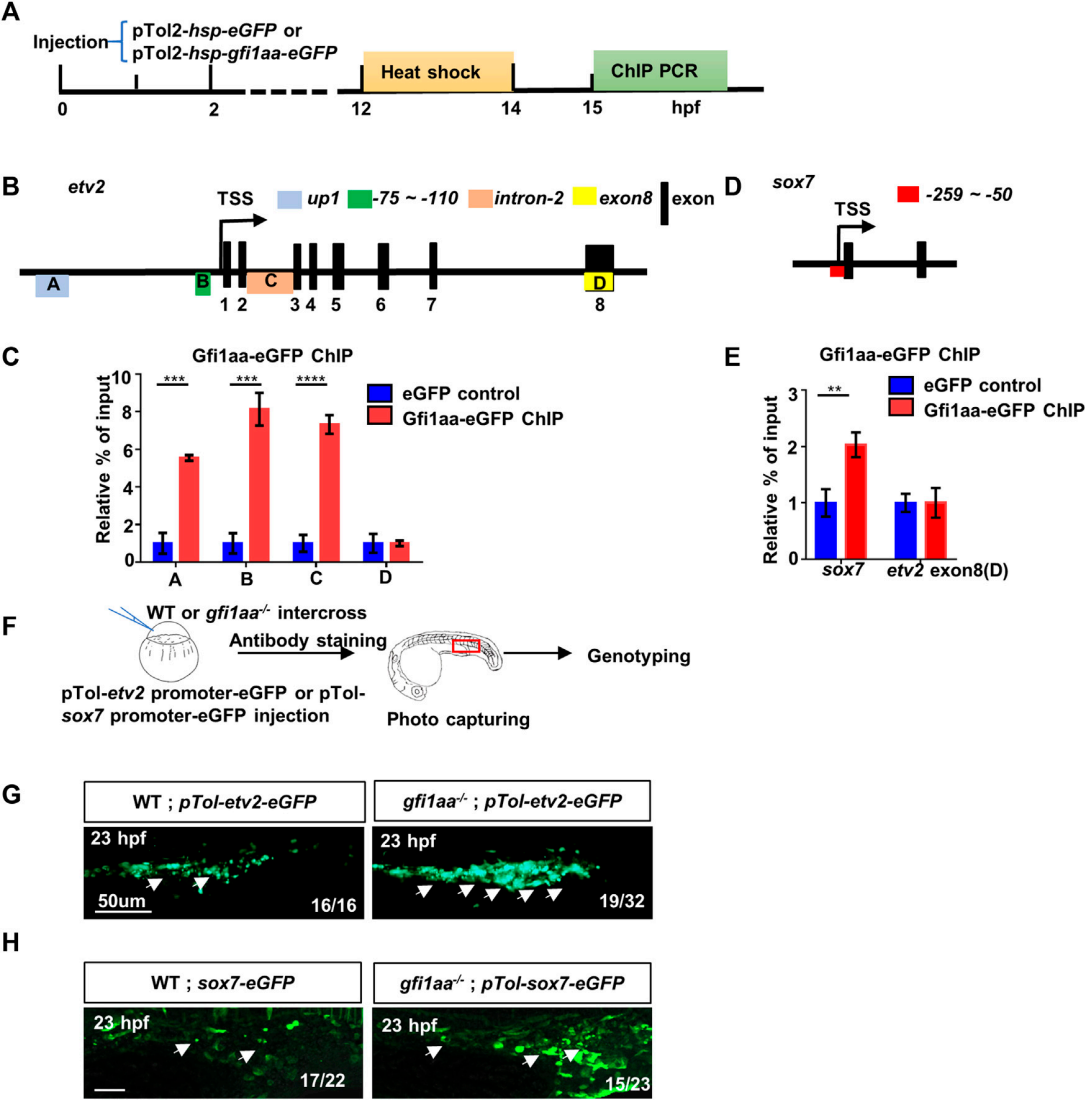
Gfi1aa directly represses *etv2* and *sox7* expression **(A)** Workflow of Gfi1aa-eGFP ChIP-PCR assay **(B)** Schematic diagram of *etv2* gene structure. Three regulator regions *up1* (Box A, blue colored), *-75 ∼ -110 bp* (Box B, green colored), *intron-2* (Box C, orange colored) were showed on the gene structure, black boxes indicated the exons, *exon-8* (Box D, yellow colored) as the control region. Box-(A–D) represented the detected region for *etv2* ChIP PCR products **(C)** ChIP-qPCR showed Gfi1aa enriched in *etv2* regulatory regions compared to eGFP control (*up1*, 5.5-fold; *-75 ∼ -110bp*, 8.1-fold; *intron-2*, 7.3-fold), the results were mean ± SD and generated from three independent experiments (****p < 0.0001, ***p < 0.001, *t*-test) **(D)** Schematic diagram of *sox7* gene structure. Red box represented the detected region for *sox7* ChIP PCR products **(E)** ChIP-qPCR showed 2-fold of Gfi1aa enriched in *sox7* regulatory regions compared to eGFP control. The results were mean ± SD and generated from three independent experiments (**p < 0.01, *t*-test) **(F–H)** Gfi1aa was a transcription repressor for *etv2* and *sox7* **(F)** The scheme of transient GFP reporter assay for *pTol-etv2-eGFP* construct and *pTol-sox7-eGFP* construct. The red box indicated the image region **(G,H)** Transient expression of *pTol-etv2-eGFP* construct **(G)** and *pTol-sox7-eGFP* construct **(H)** in WT and *gfi1aa* ^*−/−*^ mutant embryos. Fluorescence in the ICM region was monitored at 23 hpf. Scale bar: 50 μm.

As *etv2* and *sox7* are the master regulators of hematopoietic/endothelial cell differentiation, we examined whether *etv2* and *sox7* were the specific downstream target genes of Gfi1aa. We detected a series of hemangioblast markers—*scl*, *gata2*, and *fli1*, as well as *etv2* and *sox7*—at the beginning of primitive hematopoiesis. The results showed that *etv2* and *sox7* expression were markedly increased in *gfi1aa* ^*−/−*^ mutants compared to siblings, while expression of *scl, gata2,* and *fli1* was not altered (Supplementary Figure S5A). The expression of *etv2* and *sox7* by qPCR also showed a similar increase in *gfi1aa* ^*−/−*^ mutants compared to WT (Supplementary Figure S5B). 

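In the RNA-seq libraries, etv2 was counted 1168 and 1438 times in the 2 gfi1aa−/− replicates and 935 and 1087 times in the 2 WT replicates. These are 59.7 and 62.3 CPM in gfi1aa−/−, against 46.7 and 51.8 in WT. sox7 was counted 415 and 441 times in gfi1aa−/− and 311 and 262 times in WT, which are 21.2 and 19.1 CPM against 15.5 and 12.5. For both genes each gfi1aa−/− replicate was above each WT replicate. With each of the libraries left out in turn, the log2 fold change stayed between 0.24 and 0.38 for etv2 and between 0.37 and 0.69 for sox7.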

The WISH and qPCR results verified the RNA-seq results that *etv2* and *sox7* are upregulated in *gfi1aa* ^*−/−*^ mutants.

We further performed reporter assays to determine whether Gfi1aa could repress *etv*2 and *sox7* transcription *in vivo*. We generated pTol-*etv2*-eGFP and pTol-*sox7*-eGFP reporter constructs and injected each construct into *gfi1aa* ^*+/-*^ intercross embryos to monitor whether GFP expression was affected by Gfi1aa (Figure 3F). The reporter assays showed that both *etv2*-eGFP and *sox7*-eGFP expression were increased in *gfi1aa* ^*−/−*^ mutants compared to their respective WT control (Figures 3G,H), suggesting a transcriptional repressive role for Gfi1aa in *etv2* and *sox7* regulatory regions.

The above data demonstrated that Gfi1aa targets the regulatory regions of *etv2* and *sox7* and suppresses their transcription.

### *sox7* and *etv2* Cooperatively Act Downstream of Gfi1aa for Hemangioblast Differentiation

We were eager to know whether downregulation of *sox7* rescued the blood deficiency of the *gfi1aa* ^*−/−*^ mutant. We injected *sox7* MO into *gfi1aa* ^*−/−*^ mutants and found that *alas2* ^+^ erythroid cell reduction and *flk1* ^*+*^ endothelial cell augmentation within the intermediate cell mass (ICM) region could be partially restored (Supplementary Figures S6A–D). It has been reported that *etv2* MO can also partially rescue *gfi1aa* mutant primitive hematopoietic defects (Moore et al., 2018). These data suggest that Gfi1aa targets not only *etv2* but also *sox7* to promote primitive erythrocyte differentiation from the hemangioblast.

Given the fact that either *etv2* or *sox7* partially rescued the primitive erythrocytes of the *gfi1aa* mutant, we speculated that *sox7* might cooperate with *etv2* for Gfi1aa regulated primitive erythropoiesis. To test this hypothesis, we knocked down both genes in *gfi1aa* ^*−/−*^ mutants to see if the hemangioblast differentiation defect could be further rescued. As a high dosage of *etv2* MO could cause severe vasculature defects of developing embryos (Sumanas and Lin, 2006), the cooperative effect on endothelial cells between *etv2* MO and *sox7* MO would be masked. Owing to this, we decreased *etv2* MO concentration and found 0.01 pmol *etv2* MO was enough to partially rescue the erythroid defect in *gfi1aa* mutant but not affect the vasculature which concentration was comparable to *sox7* MO (Supplementary Figures S7A–D). We therefore utilized the low dosage e*tv2* MO to involve in the double knockdown. Results showed that *alas2* ^+^ erythroid cell reduction and *flk1+* endothelial cells augmentation in *gfi1aa* ^*−/−*^ mutants could be almost completely restored (Figures 4A–D). These data suggest that the two transcription factors, *sox7* and *etv2*, act cooperatively downstream of Gfi1aa during hemangioblast differentiation.

**FIGURE 4:**
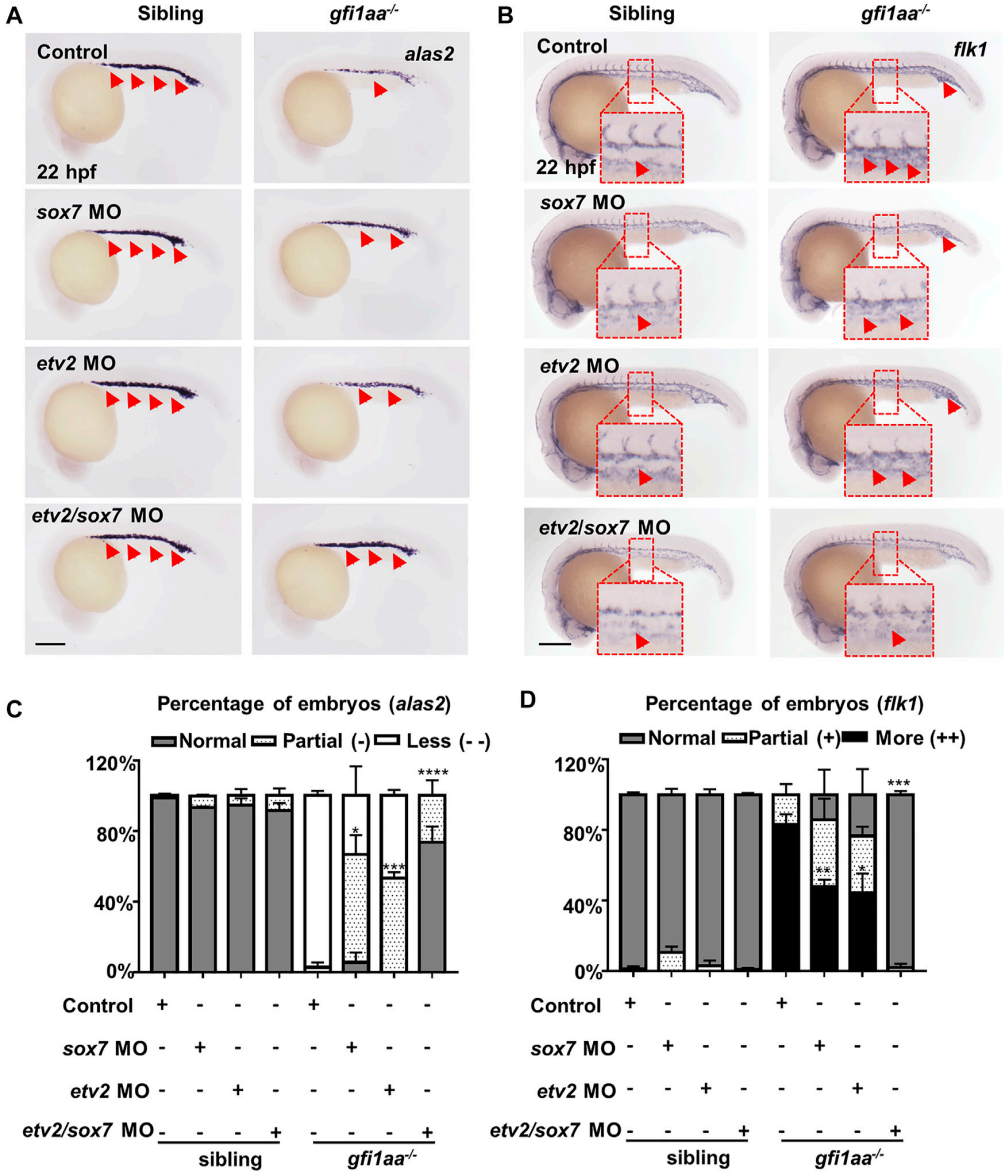
*sox7* and *etv2* act cooperatively to rescue the hematopoietic defect of *gfi1aa* mutant **(A, B)** Expression of *alas2* **(A)** and *flk1* **(B)** in siblings and *gfi1aa* ^*−/−*^ mutants injected with 0.5 pmol *sox7* MO, 0.005 pmol *etv2* MO, 0.5 pmol *sox7* MO with 0.005 pmol *etv2* MO or control. The red arrows indicated WISH signals and the red boxes indicated the magnification of ICM region. Scale bar: 200 μm **(C,D)** Analysis of *alas2* **(C)** and *flk1* **(D)** expression in siblings and *gfi1aa* ^*−/−*^ mutants rescued by *sox7* MO, *etv2* MO and *sox7* MO with *etv2* MO. The asterisks indicate the statistical difference of the rescued proportion by MO compared to *gfi1aa* ^*−/−*^ (Three independent experiments were performed, ****p < 0.0001, ***p < 0.001, **p < 0.01, *p < 0.05, *t*-test, n ≥ 10 embryos for each group).

### Gfi1aa Depends on Lsd1 to Repress *etv2* and *sox7* During Primitive Hemangioblast Differentiation

As *lsd1*-deficient zebrafish (Takeuchi et al., 2015) phenocopied *gfi1aa* ^*−/−*^ mutants during primitive hematopoiesis and Gfi1aa could interact with Lsd1 in zebrafish (Wu et al., 2021), we speculated that Gfi1aa regulated hemangioblast differentiation into primitive erythrocytes was dependent upon Lsd1. We first inhibited *lsd1* to assess Gfi1aa repression of *etv2* and *sox7*, and found that the repression was indeed dependent on *lsd1*. Inhibited *etv2* and *sox7* expression levels in *gfi1aa*-overexpressing (*gfi1aa*-OE) embryos were rescued by downregulating *lsd1* (Figures 5A,B). This suggests that Gfi1aa requires Lsd1 to function as a transcriptional repressor. Furthermore, *gfi1aa*-OE rescued decreased *alas2* and increased *flk1* in *gfi1aa* ^*−/−*^ mutants, but downregulation of *lsd1* in *gfi1aa*-OE *gfi1aa* ^*−/−*^ mutants showed similar expression patterns to *gfi1aa* ^*−/−*^ mutants so that counteracted the restoration by *gfi1aa*-OE (Figures 5C–F), suggesting that Gfi1aa requires Lsd1 to function in promotion of hemangioblast differentiation into the primitive erythroid lineage.

**FIGURE 5:**
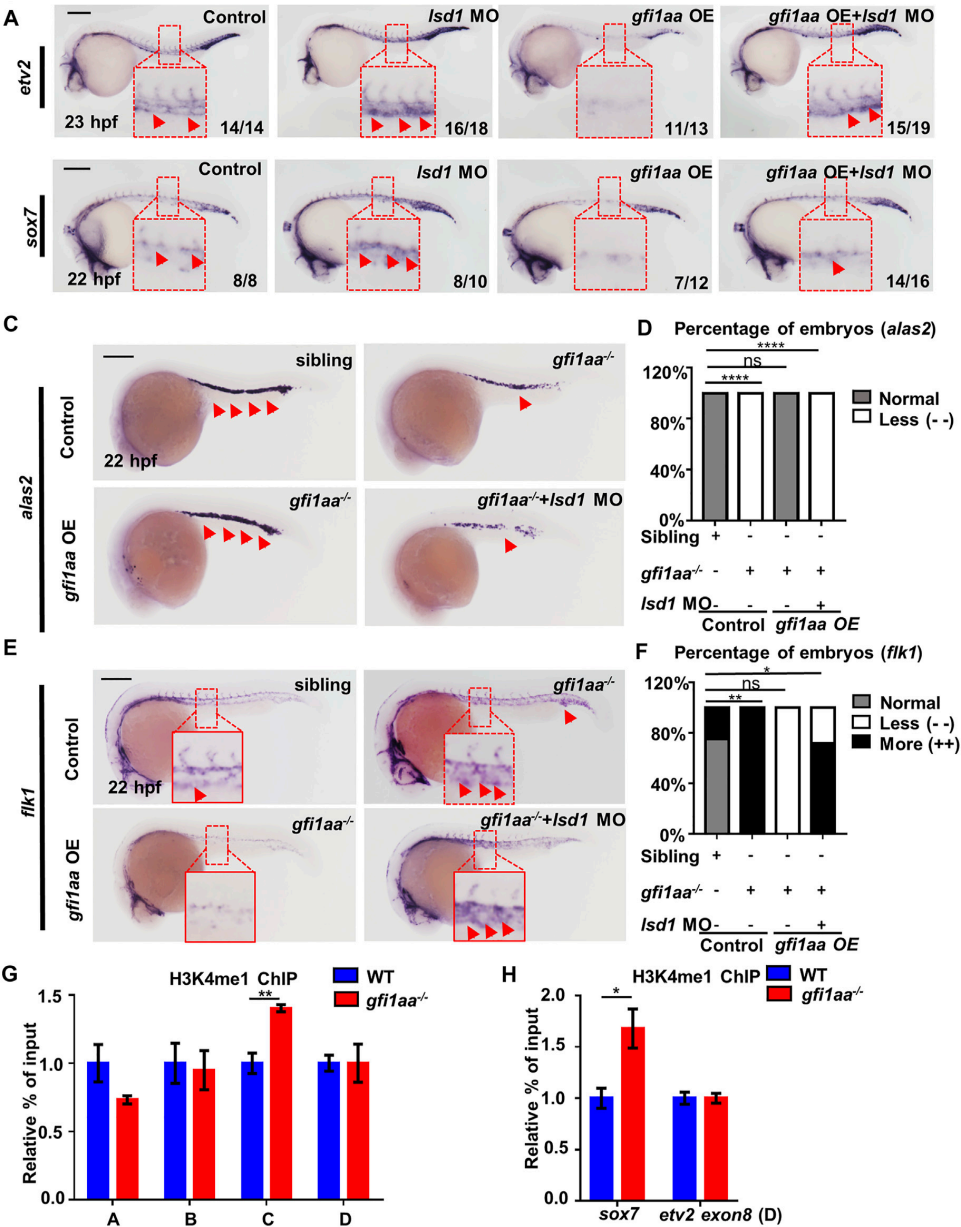
Gfi1aa targets *etv2 and sox7* in an Lsd1-dependent manner **(A,B)** Gfi1 repression activity on *etv2* and *sox7* transcription depends on Lsd1. Expression of *etv2* **(A)** and *sox7* **(B)** in WT, *lsd1* MO, *gfi1aa* overexpression (*gfi1aa*-OE) embryos, and *gfi1aa*-OE embryos co-injected with 1 pmol *lsd1* MO. *gfi1aa*-OE embryos were the progenies of *hsp-gfi1aa-eGFP* transgenic fish. The red boxes indicate the magnification of *etv2* signals **(A)** and *sox7* signals **(B)** in the ICM region. n ≥ 10 embryos for each group. The numbers in the bottom right corner indicate the percentage of embryos exhibiting the representative expression of indicated genes. Scale bar: 200 μm **(C,D)** Expression **(C)** and analysis **(D)** of erythroid marker *alas2* in sibling, *gfi1aa* ^*−/−*^ mutant, *gfi1aa-*OE rescued *gfi1aa* ^*−/−*^ mutant and *gfi1aa* ^*−/−*^ mutant with *gfi1aa-*OE and *lsd1*-MO at 22 hpf **(E,F)** Expression **(E)** and analysis **(F)** of endothelial marker *flk1* in sibling, *gfi1aa* ^*−/−*^ mutant, *gfi1aa-*OE rescued *gfi1aa* ^*−/−*^ mutant and *gfi1aa* ^*−/−*^ mutant with *gfi1aa-*OE and *lsd1*-MO at 22 hpf. The red boxes indicate the magnification of ICM region, and the red arrows indicate WISH signals (****p < 0.0001, **p < 0.01, *p < 0.05, ns, no significant, Fisher exact tests, n ≥ 10 embryos for each group). Scale bar: 200 μm **(G,H)** H3K4me1 levels *at etv2 intron-2* locus and *sox7* promoter were inhibited by Gfi1aa. ChIP-qPCR showed H3K4me1 level at *etv2* gene loci **(G)** and *sox7* promoter **(H)** in AB and *gfi1aa* ^*−/−*^ mutant embryos (The error bars represent three technical replicates and two independent experiments were performed, mean ± SEM; **p < 0.01; *t*-test).

Lsd1 is a histone demethylase that has been shown to repress *etv2* by alteration of associated H3K4 methylation during zebrafish primitive hematopoiesis (Takeuchi et al., 2015). Therefore, H3K4 methylation of *etv2* and *sox7* in *gfi1aa* ^*−/−*^ was assessed. The results showed H3K4me1 levels (primed and active enhancers marker (Heintzman et al., 2007; (Mercer et al., 2011)) to be upregulated in the regulatory regions of the two genes in *gfi1aa* ^*−/−*^ mutants (Figures 5G,H), suggesting that Gfi1aa and Lsd1 downregulate *etv2* and *sox7* by suppressing their H3K4me1 levels.

The above data demonstrate Gfi1aa to depend on Lsd1 to repress downstream *etv2* and *sox7* by altering H3K4 methylation during primitive hemangioblast differentiation.

## Discussion

In this study, we demonstrated complex roles for *gfi1(s)* in primitive erythropoiesis by genetic analysis of *gfi1* single, double, and triple mutants. We revealed that *gfi1aa* played a predominant role in regulating hemangioblast differentiation, and *gfi1ab*, similar to *gfi1b*, played a compensatory role. Further, by bioinformatics assays and genetic analysis, we identified *sox7* and *etv2* as two key downstream targets of Gfi1aa, as Gfi1aa directly bound to the regulatory regions of the two transcription factors and suppressed their expression. Gfi1aa suppressed downstream target expressions in an Lsd1-dependent manner by altering their H3K4 methylation status. The study reveals that the Gfi1aa/Lsd1-dependent *etv2* and *sox7* suppression facilitates hemangioblast differentiation into primitive erythrocytes (Figure 6), which provides new insights into the generation of the first blood cells.

**FIGURE 6:**
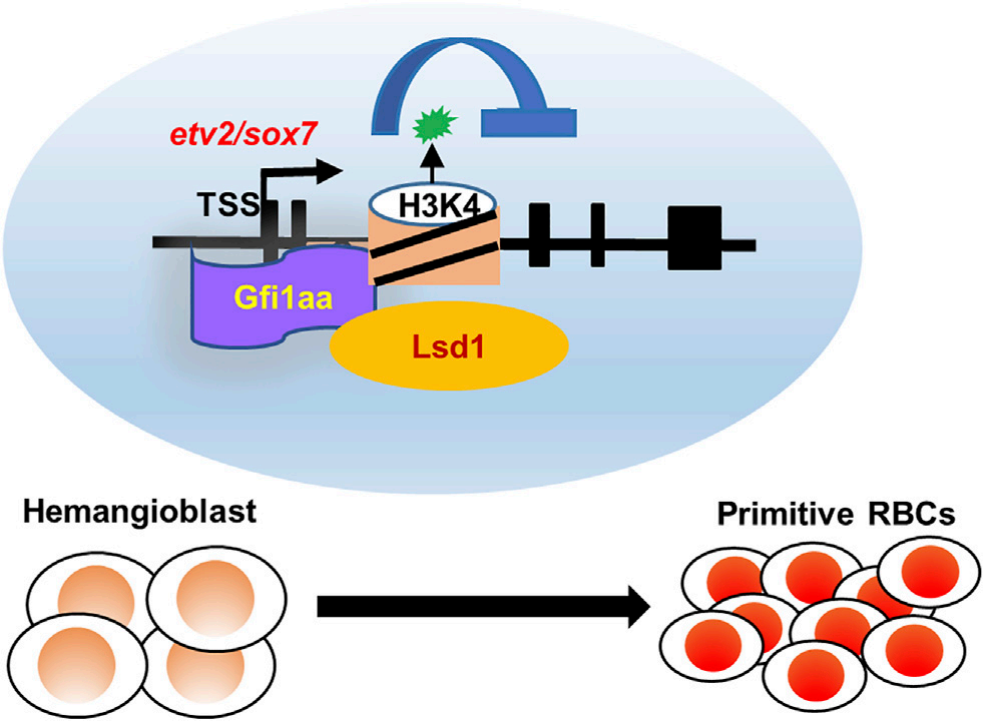
Working model of Gfi1aa/Lsd1-*etv2/sox7* in primitive erythropoiesis. Gfi1aa/Lsd1-*etv2/sox7* regulatory modules in hemangioblast differentiation into primitive red blood cells.

In mammals, both Gfi1 and Gfi1b are major regulators of hematopoiesis (Hock and Orkin, 2006; (van der Meer et al., 2010; (Moroy et al., 2015). Gfi1 is mainly involved in HSC self-renewal (Hock et al., 2004; (Zeng et al., 2004), lymphoid development (Yucel et al., 2003), and neutrophil differentiation (Hock et al., 2003), whereas Gfi1b is required for erythropoiesis (Saleque et al., 2002). GFI1B can compensate for GFI1 function in definitive hematopoiesis when GFI1 has lost function (Fiolka et al., 2006). Zebrafish has three Gfi1 members: Gfi1aa, Gfi1ab, and Gfi1b. By genetic analysis of *gfi1* single, double, and triple mutants, we demonstrated complex roles for *gfi1(s)* in primitive erythropoiesis. We generated a *gfi1ab* ^*−/−*^ mutant which showed no hematopoietic defect. It is reported that *gfi1ab* is ectopically expressed in the ICM region of *gfi1aa* ^*qmc551*^ mutants (Thambyrajah et al., 2016b; (Moore et al., 2018), our WISH further showed it expressed in the ICM region of all *gfi1aa*-related mutants, suggesting its compensatory role for *gfi1aa* function. With genetic evidence, we found that *gfi1aa*-related double and triple mutants have severe defects in primitive erythropoiesis. We hence concluded that *gfi1aa* played a predominant role, and *gfi1ab*, similar to *gfi1b*, played a compensatory role in regulating hemangioblast differentiation. Our results suggest differing and redundant roles for three *gfi1* members in hematopoiesis.

Both *Etv2* and *Sox7* are hemangioblast markers that control hematopoietic and endothelial cell emergence (Gandillet et al., 2009; (Kataoka et al., 2011; (Costa et al., 2012; (Sumanas and Choi, 2016). Knockdown of *Sox7* reduced both hematopoietic and endothelial cells (Gandillet et al., 2009; (Costa et al., 2012), whereas its overexpression increased endothelial markers (Costa et al., 2012). Similarly, *Etv2-*deficient mice (Lee et al., 2008) and *etv2* zebrafish mutants (Pham et al., 2007) displayed both blood and endothelial cells disruption, while enforced expression of *etv2* resulted in persistent endothelial specification (Sumanas and Lin, 2006; (Hayashi et al., 2012). Herein, we demonstrated both *etv2* and *sox7* to be upregulated in all *gfi1aa*-related mutants, while downregulation of the genes rescued the hematopoietic defect in the *gfi1aa* ^*−/−*^ mutant. Notably, both genes were directly targeted and suppressed by Gfi1aa in an *lsd1*-dependent manner. In previously reported *lsd1* zebrafish mutant, *etv2* is upregulated, and when downregulated, it rescues the hematopoietic defect of *lsd1* mutants (Takeuchi et al., 2015). Moreover, *lsd1* MO and *gfi1aa* ^*−/−*^ mutant exhibited a similar increase of H3K4me1 status at *etv2* intron2, suggesting the co-regulation of Gfi1aa and Lsd1 on *etv2*. Our genetic and molecular analysis demonstrated the likely interplay among Gfi1aa, Lsd1, as well as *sox7* and *etv2* during primitive hematopoiesis. At the onset of primitive hematopoiesis, Gfi1aa/Lsd1 inhibits *etv2* and *sox7* by preventing maintenance of the endothelial characteristics of hemangioblasts. *etv2* and *sox7*, repressed by Gfi1aa and Lsd1 cooperation, synergistically control hemangioblast differentiation. We further knocked down *etv2* and *sox7* in *gfi1aa/1b* ^*DM*^ and *gfi1* ^*TM*^ mutants, whereas *etv2*/*sox7* MO partially restored the *alas2* ^+^ erythroid cells and *flk1* ^*+*^ endothelial cells in these mutants (Supplementary Figures 8A–D), suggesting *etv2* and *sox7* are indeed the targets of Gfi1aa whereas other factors (e.g., *flk1*, *cdh5,* and *egfl7*) or pathways involve in hematopoiesis regulation remain further investigation.

During the definitive wave, hematopoietic stem cells (HSC) are derived from the hemogenic endothelium (HE) in the ventral wall of the dorsal aorta (VDA) by a process of endothelial to hematopoietic transition (EHT) (Bertrand et al., 2010). HSC-forming HE was derived from the arterial endothelium (Bonkhofer et al., 2019). For mouse embryonic HSC development, GFI1 and GFI1B, which are regulated by RUNX1 (Lancrin et al., 2012), inhibit endothelial programs to facilitate the EHT process of HSC development by recruiting the chromatin remodeler LSD1 (Thambyrajah et al., 2016a). Here, we demonstrated that Gfi1aa is dependent on Lsd1 for transcriptional suppression of endothelial factors in hemangioblast differentiation to primitive hematopoiesis. Based on current knowledge, the initial developmental processes for primitive and definitive hematopoiesis seem similar, as hematopoietic cells in two waves are both derived from bi-potential (or multi-potential) progenitors with potent endothelial specification. Since Gfi1/Lsd1 suppresses endothelial specification in both definitive and primitive waves, this suggests the regulatory module of Gfi1/Lsd1 might be a confluent of the two distinct hematopoietic waves, which may be conserved across species. It is possible that primitive hematopoietic cells, derived from hemangioblasts, share a similar molecular progression to the definitive wave of EHT. Thus, the distinct hematopoiesis waves may converge to the Gfi1(s)/Lsd1 module or even Gfi1(s)/Lsd1-*etv2/sox7* involved molecular regulatory pathway.

Taken together, the results of our study demonstrate that the regulatory module Gfi1aa-Lsd1-*etv2/sox7* plays a pivotal role in downregulating endothelial genes to promote hemangioblast differentiation into primitive erythrocytes. These results elucidate the genetic and epigenetic regulatory mechanisms of Gfi1(s) on the process of how primitive hematopoiesis begins with hemangioblasts. Since Gfi1/Lsd1 suppresses endothelial specification of both definitive and primitive waves, it suggests the regulatory module of Gfi1/Lsd1 might be a confluent of the two distinct hematopoietic waves. Thus, both hematopoiesis waves may converge to the Gfi1(s)/Lsd1 involved molecular regulatory pathway.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE181395.

## References

[B1] BaronM. H.IsernJ.FraserS. T. (2012). The Embryonic Origins of Erythropoiesis in Mammals. Blood 119, 4828–4837. 10.1182/blood-2012-01-153486 22337720PMC3367890

[B2] BertrandJ. Y.ChiN. C.SantosoB.TengS.StainierD. Y. R.TraverD. (2010). Haematopoietic Stem Cells Derive Directly from Aortic Endothelium during Development. Nature 464, 108–111. 10.1038/nature08738 20154733PMC2858358

[B3] BonkhoferF.RispoliR.PinheiroP.KrecsmarikM.Schneider-SwalesJ.TsangI. H. C. (2019). Blood Stem Cell-Forming Haemogenic Endothelium in Zebrafish Derives from Arterial Endothelium. Nat. Commun. 10, 3577. 10.1038/s41467-019-11423-2 31395869PMC6687740

[B4] CermenatiS.MoleriS.CimbroS.CortiP.Del GiaccoL.AmodeoR. (2008). Sox18 and Sox7 Play Redundant Roles in Vascular Development. Blood 111, 2657–2666. 10.1182/blood-2007-07-100412 18094332

[B5] ChangN.SunC.GaoL.ZhuD.XuX.ZhuX. (2013). Genome Editing with RNA-Guided Cas9 Nuclease in Zebrafish Embryos. Cell Res 23, 465–472. 10.1038/cr.2013.45 23528705PMC3616424

[B6] ChenA. T.ZonL. I. (2009). Zebrafish Blood Stem Cells. J. Cel. Biochem. 108, 35–42. 10.1002/jcb.22251 19565566

[B7] CooneyJ. D.Hildick-SmithG. J.ShafizadehE.McBrideP. F.CarrollK. J.AndersonH. (2013). Teleost Growth Factor independence (Gfi) Genes Differentially Regulate Successive Waves of Hematopoiesis. Developmental Biol. 373, 431–441. 10.1016/j.ydbio.2012.08.015 PMC353256222960038

[B8] CostaG.MazanA.GandilletA.PearsonS.LacaudG.KouskoffV. (2012). SOX7 Regulates the Expression of VE-Cadherin in the Haemogenic Endothelium at the Onset of Haematopoietic Development. Development 139, 1587–1598. 10.1242/dev.071282 22492353

[B9] DobinA.DavisC. A.SchlesingerF.DrenkowJ.ZaleskiC.JhaS. (2013). STAR: Ultrafast Universal RNA-Seq Aligner. Bioinformatics 29, 15–21. 10.1093/bioinformatics/bts635 23104886PMC3530905

[B10] DufourcqP.RastegarS.SträhleU.BladerP. (2004). Parapineal Specific Expression of Gfi1 in the Zebrafish Epithalamus. Gene Expr. Patterns 4, 53–57. 10.1016/s1567-133x(03)00148-0 14678828

[B11] FiolkaK.HertzanoR.VassenL.ZengH.HermeshO.AvrahamK. B. (2006). Gfi1 and Gfi1b Act Equivalently in Haematopoiesis, but Have Distinct, Non‐overlapping Functions in Inner Ear Development. EMBO Rep. 7, 326–333. 10.1038/sj.embor.7400618 16397623PMC1456886

[B12] GandilletA.SerranoA. G.PearsonS.Lie-A-LingM.LacaudG.KouskoffV. (2009). Sox7-sustained Expression Alters the Balance between Proliferation and Differentiation of Hematopoietic Progenitors at the Onset of Blood Specification. Blood 114, 4813–4822. 10.1182/blood-2009-06-226290 19801444

[B13] GarciaM. D.LarinaI. V. (2014). Vascular Development and Hemodynamic Force in the Mouse Yolk Sac. Front. Physiol. 5, 308. 10.3389/fphys.2014.00308 25191274PMC4138559

[B14] GeringM.RodawayA. R. F.GöttgensB.PatientR. K.GreenA. R. (1998). The SCL Gene Specifies Haemangioblast Development from Early Mesoderm. EMBO J. 17, 4029–4045. 10.1093/emboj/17.14.4029 9670018PMC1170736

[B15] HartA.MeletF.GrossfeldP.ChienK.JonesC.TunnacliffeA. (2000). Fli-1 Is Required for Murine Vascular and Megakaryocytic Development and Is Hemizygously Deleted in Patients with Thrombocytopenia. Immunity 13, 167–177. 10.1016/s1074-7613(00)00017-0 10981960

[B16] HayashiM.PluchinottaM.MomiyamaA.TanakaY.NishikawaS.-I.KataokaH. (2012). Endothelialization and Altered Hematopoiesis by Persistent Etv2 Expression in Mice. Exp. Hematol. 40, 738–750. e711. 10.1016/j.exphem.2012.05.012 22659386

[B17] HeintzmanN. D.StuartR. K.HonG.FuY.ChingC. W.HawkinsR. D. (2007). Distinct and Predictive Chromatin Signatures of Transcriptional Promoters and Enhancers in the Human Genome. Nat. Genet. 39, 311–318. 10.1038/ng1966 17277777

[B18] HockH.HamblenM. J.RookeH. M.SchindlerJ. W.SalequeS.FujiwaraY. (2004). Gfi-1 Restricts Proliferation and Preserves Functional Integrity of Haematopoietic Stem Cells. Nature 431, 1002–1007. 10.1038/nature02994 15457180

[B19] HockH.HamblenM. J.RookeH. M.TraverD.BronsonR. T.CameronS. (2003). Intrinsic Requirement for Zinc finger Transcription Factor Gfi-1 in Neutrophil Differentiation. Immunity 18, 109–120. 10.1016/s1074-7613(02)00501-0 12530980

[B20] HockH.OrkinS. H. (2006). Zinc-finger Transcription Factor Gfi-1: Versatile Regulator of Lymphocytes, Neutrophils and Hematopoietic Stem Cells. Curr. Opin. Hematol. 13, 1–6. 10.1097/01.moh.0000190111.85284.8f 16319680

[B21] JinS.-W.BeisD.MitchellT.ChenJ.-N.StainierD. Y. R. (2005). Cellular and Molecular Analyses of Vascular Tube and Lumen Formation in Zebrafish. Development 132, 5199–5209. 10.1242/dev.02087 16251212

[B22] KaipainenA.KorhonenJ.MustonenT.van HinsberghV. W.FangG. H.DumontD. (1995). Expression of the Fms-like Tyrosine Kinase 4 Gene Becomes Restricted to Lymphatic Endothelium during Development. Proc. Natl. Acad. Sci. 92, 3566–3570. 10.1073/pnas.92.8.3566 7724599PMC42208

[B23] KataokaH.HayashiM.NakagawaR.TanakaY.IzumiN.NishikawaS. (2011). Etv2/ER71 Induces Vascular Mesoderm from Flk1+PDGFRα+ Primitive Mesoderm. Blood 118, 6975–6986. 10.1182/blood-2011-05-352658 21911838

[B24] LacaudG.KouskoffV. (2017). Hemangioblast, Hemogenic Endothelium, and Primitive versus Definitive Hematopoiesis. Exp. Hematol. 49, 19–24. 10.1016/j.exphem.2016.12.009 28043822

[B25] LancrinC.MazanM.StefanskaM.PatelR.LichtingerM.CostaG. (2012). GFI1 and GFI1B Control the Loss of Endothelial Identity of Hemogenic Endothelium during Hematopoietic Commitment. Blood 120, 314–322. 10.1182/blood-2011-10-386094 22668850

[B26] LancrinC.SroczynskaP.StephensonC.AllenT.KouskoffV.LacaudG. (2009). The Haemangioblast Generates Haematopoietic Cells through a Haemogenic Endothelium Stage. Nature 457, 892–895. 10.1038/nature07679 19182774PMC2661201

[B27] LeeD.ParkC.LeeH.LugusJ. J.KimS. H.ArentsonE. (2008). ER71 Acts Downstream of BMP, Notch, and Wnt Signaling in Blood and Vessel Progenitor Specification. Cell Stem Cell 2, 497–507. 10.1016/j.stem.2008.03.008 18462699PMC2683414

[B28] LiuD.WangZ.XiaoA.ZhangY.LiW.ZuY. (2014). Efficient Gene Targeting in Zebrafish Mediated by a Zebrafish-Codon-Optimized Cas9 and Evaluation of Off-Targeting Effect. J. Genet. Genomics 41, 43–46. 10.1016/j.jgg.2013.11.004 24480746

[B29] LiuF.PatientR. (2008). Genome-wide Analysis of the Zebrafish ETS Family Identifies Three Genes Required for Hemangioblast Differentiation or Angiogenesis. Circ. Res. 103, 1147–1154. 10.1161/CIRCRESAHA.108.179713 18832752

[B30] LiuF.WalmsleyM.RodawayA.PatientR. (2008). Fli1 Acts at the Top of the Transcriptional Network Driving Blood and Endothelial Development. Curr. Biol. 18, 1234–1240. 10.1016/j.cub.2008.07.048 18718762

[B31] LoveM. I.HuberW.AndersS. (2014). Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2. Genome Biol. 15, 550. 10.1186/s13059-014-0550-8 25516281PMC4302049

[B32] LugusJ. J.ChungY. S.MillsJ. C.KimS.-I.GrassJ. A.KybaM. (2007). GATA2 Functions at Multiple Steps in Hemangioblast Development and Differentiation. Development 134, 393–405. 10.1242/dev.02731 17166922

[B33] MercerE. M.LinY. C.BennerC.JhunjhunwalaS.DutkowskiJ.FloresM. (2011). Multilineage Priming of Enhancer Repertoires Precedes Commitment to the B and Myeloid Cell Lineages in Hematopoietic Progenitors. Immunity 35, 413–425. 10.1016/j.immuni.2011.06.013 21903424PMC3183365

[B34] MooreC.RichensJ. L.HoughY.UcanokD.MallaS.SangF. (2018). Gfi1aa and Gfi1b Set the Pace for Primitive Erythroblast Differentiation from Hemangioblasts in the Zebrafish Embryo. Blood Adv. 2, 2589–2606. 10.1182/bloodadvances.2018020156 30309860PMC6199651

[B35] MöröyT.VassenL.WilkesB.KhandanpourC. (2015). From Cytopenia to Leukemia: the Role of Gfi1 and Gfi1b in Blood Formation. Blood 126, 2561–2569. 10.1182/blood-2015-06-655043 26447191PMC4671106

[B36] MurrayP. (1932). The Development *In Vitro* of the Blood of the Early Chick Embryo. Proc. R. Soc. Lond. B. 111, 497–521. 10.1098/rspb.1932.0070

[B37] ParkerL. H.SchmidtM.JinS.-W.GrayA. M.BeisD.PhamT. (2004). The Endothelial-Cell-Derived Secreted Factor Egfl7 Regulates Vascular Tube Formation. Nature 428, 754–758. 10.1038/nature02416 15085134

[B38] PattersonL. J.GeringM.EckfeldtC. E.GreenA. R.VerfaillieC. M.EkkerS. C. (2007). The Transcription Factors Scl and Lmo2 Act Together during Development of the Hemangioblast in Zebrafish. Blood 109, 2389–2398. 10.1182/blood-2006-02-003087 17090656

[B39] PhamV. N.LawsonN. D.MugfordJ. W.DyeL.CastranovaD.LoB. (2007). Combinatorial Function of ETS Transcription Factors in the Developing Vasculature. Developmental Biol. 303, 772–783. 10.1016/j.ydbio.2006.10.030 PMC185986717125762

[B40] SalequeS.CameronS.OrkinS. H. (2002). The Zinc-finger Proto-Oncogene Gfi-1b Is Essential for Development of the Erythroid and Megakaryocytic Lineages. Genes Dev. 16, 301–306. 10.1101/gad.959102 11825872PMC155332

[B41] SalequeS.KimJ.RookeH. M.OrkinS. H. (2007). Epigenetic Regulation of Hematopoietic Differentiation by Gfi-1 and Gfi-1b Is Mediated by the Cofactors CoREST and LSD1. Mol. Cel 27, 562–572. 10.1016/j.molcel.2007.06.039 17707228

[B42] SpyropoulosD. D.PharrP. N.LavenburgK. R.JackersP.PapasT. S.OgawaM. (2000). Hemorrhage, Impaired Hematopoiesis, and Lethality in Mouse Embryos Carrying a Targeted Disruption of the Fli1 Transcription Factor. Mol. Cel Biol 20, 5643–5652. 10.1128/mcb.20.15.5643-5652.2000 PMC8603210891501

[B43] SumanasS.ChoiK. (2016). ETS Transcription Factor ETV2/ER71/Etsrp in Hematopoietic and Vascular Development. Curr. Top. Dev. Biol. 118, 77–111. 10.1016/bs.ctdb.2016.01.005 27137655

[B44] SumanasS.JorniakT.LinS. (2005). Identification of Novel Vascular Endothelial-specific Genes by the Microarray Analysis of the Zebrafish Cloche Mutants. Blood 106, 534–541. 10.1182/blood-2004-12-4653 15802528PMC1895181

[B45] SumanasS.LinS. (2006). Ets1-related Protein Is a Key Regulator of Vasculogenesis in Zebrafish. Plos Biol. 4, e10. 10.1371/journal.pbio.0040010 16336046PMC1310653

[B46] TakeuchiM.FuseY.WatanabeM.AndreaC.-S.TakeuchiM.NakajimaH. (2015). LSD1/KDM1A Promotes Hematopoietic Commitment of Hemangioblasts through Downregulation of Etv2. Proc. Natl. Acad. Sci. USA 112, 13922–13927. 10.1073/pnas.1517326112 26512114PMC4653156

[B47] ThambyrajahR.MazanM.PatelR.MoignardV.StefanskaM.MarinopoulouE. (2016a). GFI1 Proteins Orchestrate the Emergence of Haematopoietic Stem Cells through Recruitment of LSD1. Nat. Cel Biol 18, 21–32. 10.1038/ncb3276 26619147

[B48] ThambyrajahR.UcanokD.JalaliM.HoughY.WilkinsonR. N.McMahonK. (2016b). A Gene Trap Transposon Eliminates Haematopoietic Expression of Zebrafish Gfi1aa, but Does Not Interfere with Haematopoiesis. Developmental Biol. 417, 25–39. 10.1016/j.ydbio.2016.07.010 PMC500383127432513

[B49] ThisseC.ThisseB. (2008). High-resolution *In Situ* Hybridization to Whole-Mount Zebrafish Embryos. Nat. Protoc. 3, 59–69. 10.1038/nprot.2007.514 18193022

[B50] van der MeerL. T.JansenJ. H.van der ReijdenB. A. (2010). Gfi1 and Gfi1b: Key Regulators of Hematopoiesis. Leukemia 24, 1834–1843. 10.1038/leu.2010.195 20861919

[B51] VeldmanM. B.LinS. (2012). Etsrp/Etv2 Is Directly Regulated by Foxc1a/b in the Zebrafish Angioblast. Circ. Res. 110, 220–229. 10.1161/CIRCRESAHA.111.251298 22135404PMC3457812

[B52] VelinderM.SingerJ.BareyanD.MeznarichJ.TracyC. M.FulcherJ. M. (2016). GFI1 Functions in Transcriptional Control and Cell Fate Determination Require SNAG Domain Methylation to Recruit LSD1. Biochem. J. 473, 3355–3369. 10.1042/BCJ20160558 27480105

[B53] VogeliK. M.JinS.-W.MartinG. R.StainierD. Y. R. (2006). A Common Progenitor for Haematopoietic and Endothelial Lineages in the Zebrafish Gastrula. Nature 443, 337–339. 10.1038/nature05045 16988712

[B54] WeiW.WenL.HuangP.ZhangZ.ChenY.XiaoA. (2008). Gfi1.1 Regulates Hematopoietic Lineage Differentiation during Zebrafish Embryogenesis. Cel Res 18, 677–685. 10.1038/cr.2008.60 18504458

[B55] WesterfieldM. (2000). The Zebrafish Book. A Guide for the Laboratory Use of Zebrafish (*Danio rerio*). 4th ed. Eugene: Univ. of Oregon Press.

[B56] WuM.XuY.LiJ.LianJ.ChenQ.MengP. (2021). Genetic and Epigenetic Orchestration of Gfi1aa-Lsd1-Cebpα in Zebrafish Neutrophil Development. Development 148 (17), dev199516. 10.1242/dev.199516 34373913

[B57] YücelR.KarsunkyH.Klein-HitpassL.MöröyT. (2003). The Transcriptional Repressor Gfi1 Affects Development of Early, Uncommitted C-Kit+ T Cell Progenitors and CD4/CD8 Lineage Decision in the Thymus. J. Exp. Med. 197, 831–844. 10.1084/jem.20021417 12682108PMC2193890

[B58] ZengH.YücelR.KosanC.Klein-HitpassL.MöröyT. (2004). Transcription Factor Gfi1 Regulates Self-Renewal and Engraftment of Hematopoietic Stem Cells. EMBO J. 23, 4116–4125. 10.1038/sj.emboj.7600419 15385956PMC524350

[B59] ZhouY.ZhouB.PacheL.ChangM.KhodabakhshiA. H.TanaseichukO. (2019). Metascape Provides a Biologist-Oriented Resource for the Analysis of Systems-Level Datasets. Nat. Commun. 10, 1523. 10.1038/s41467-019-09234-6 30944313PMC6447622

# Supplementary material for: Gfi1aa/Lsd1 Facilitates Hemangioblast Differentiation Into Primitive Erythrocytes by Targeting etv2 and sox7 in Zebrafish
**Source:** Front Cell Dev Biol. 2022 Jan 12;9:786426. doi: 10.3389/fcell.2021.786426
**Supplement:** Supplementary file 1

**Supplementary Table 1. Primers for PCR**

| **Primer** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |
| *gfi1b* | GTTCATGCTAACTCAGTGCATAC | TCTGAACTCCTGATATGAGGC |
| *gfi1ab* | CACCCTCCGTGGAAGAAACAC | GCGCCATTTAACAGGAGACGA |
| *etv2* (qPCR) | ctacccaggatctggaccca | tttaaactcccagccatcacca |
| *sox7* (qPCR) | tcaggagacccatgaacgcc | cagcagcctctaggatccggaa |
| *sox7* (ChIP-PCR) | tgtgctggaagctgctcctc | ggcgcagaggcgacctatag |
| *etv2* (construct) | ccgCTCGAGCTGTAGACATGGGCGTGCGC | CGGGATCCcggcatactgctgttggacgg |
| *sox7* (construct) | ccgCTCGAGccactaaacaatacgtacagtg | cgGGATCCtgtgcgctgtcaaaacttag |

How the deposited data were processed for this re-analysis (not part of the article)

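RNA from whole zebrafish embryos, labelled as 15 hpf, was sequenced in 16 libraries, 2 for each of 8 genotypes that combine wild-type or mutant alleles of gfi1aa, gfi1b and gfi1ab in every way. The stage and the genotypes were taken from the sample labels. The authors mapped the reads with STAR to GRCz11 and deposited the count of reads on each gene for each library, together with a table of all libraries whose 16 columns hold the same counts. The values are whole-number counts without normalization, and they were used as they are. In the counts of the separate libraries, the column that joins both strands was used, since reads fell on the strands in about equal shares. The table has 32520 genes, and 4 lines per library that count reads not assigned to a gene were left out. Between 77.3% and 80.4% of reads were counted on genes, 3.75% to 4.31% did not map, 3.52% to 5.57% mapped to several places, 8.67% to 10.4% lay outside genes and 2.56% to 2.84% could not be assigned to a single gene. Total counts on genes were between 15657371 and 22524501 per library, and between 23443 and 24211 genes had at least 1 count. In gfi1b−/− the totals were 18088212 and 20156959, in gfi1ab−/− 17596409 and 22253984, in gfi1b/1ab DM 19856590 and 20016559, in gfi1aa/1b DM 15657371 and 19212246, in gfi1aa/1ab DM 17350088 and 18360032, and in gfi1 TM 17990023 and 20980820. No pair of replicates was identical, and the standard deviation of the log2 difference between replicates was between 0.332 in gfi1aa−/− and 0.590 in gfi1 TM.

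Counts were analysed with edgeR (4.0.16) in R (4.3.3). The TMM method normalized library sizes, with factors from 0.956 to 1.03, and filterByExpr kept 19903 genes of the 28451 with at least 1 count. The quasi-likelihood model (glmQLFit and glmQLFTest) had 1 mean per genotype, so that groups of genotypes were compared as averages of genotype means, and the common dispersion was 0.00835. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes with an adjusted p-value under 0.05 count as changed. The standard error of a log2 fold change was taken from the fold change and its F statistic. CPM values use the TMM library sizes, and log2 values use a prior count of 2. A fold change against a group whose libraries all have 3 counts or fewer is given as a lower bound against 3 counts. Scores of gene lists were compared with two-sided exact permutation tests over all ways to divide the libraries, and gene sets with Fisher's exact test. Python (3.11.15) with pandas (2.3.3) and numpy (2.4.6) was used for the tables and the permutations.

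The comparisons were gfi1aa related mutants against WT and gfi1aa unrelated mutants, each mutant against WT, loss of gfi1aa within each background, gfi1 TM against gfi1aa−/−, and the interactions of gfi1aa with gfi1b and with gfi1ab. The comparisons, the alternatives except 3, the gene lists and the rule for naming genes were set before the data were examined. The genes named are those the paper names for its RNA-seq (7 erythroid genes, 6 endothelial genes, gfi1aa, gfi1b and gfi1ab), tal1, gata2a, fli1a, kdrl and kdm1a, and the 5 with the largest log2 fold change in each direction between gfi1aa related and unrelated genotypes. These 5 were taken among genes with an adjusted p-value under 0.05, a gene symbol, and every library of one side above every library of the other.

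The gene lists were scored by the number of genes past the threshold. Of 5 hemangioblast genes (tal1, gata2a, fli1a and lmo2 for the paper's scl, gata2, fli1 and Lmo2, and fli1b, which the paper does not name, as the other zebrafish gene of the fli1 pair), 3 were higher in gfi1aa related mutants and 4 when adjusted over the list alone, and 1 was higher in gfi1aa−/− than in WT, or 2 higher and 1 lower when adjusted over the list alone. Of 7 other genes (gfi1aa, gfi1b, gfi1ab, cebpa and runx1, and kdrl and kdm1a for the paper's flk1 and lsd1), 1 was higher and 2 were lower in gfi1aa related mutants, with the same numbers when adjusted over the list alone. Of 20 erythroid genes chosen from general knowledge, 15 could be tested, and 1 was higher and 7 lower in gfi1aa related mutants, or 1 and 10 when adjusted over the list alone. In gfi1aa−/− against WT, 5 of the 15 were lower in either case. Of 10 myeloid genes, 4 could be tested, and 2 were higher and 1 lower in gfi1aa related mutants, with 1 higher in gfi1aa−/− than in WT, and the numbers were the same when adjusted over the list alone. Of 13 muscle genes, used as a measure of stage, 0 were higher and 2 lower in gfi1aa related mutants, and 4 were lower in gfi1aa−/− than in WT, again with the same numbers when adjusted over the list alone. The 20 endothelial genes chosen from general knowledge are reported with the endothelial markers. The embryos are whole, so every cell type of these lists belongs to the tissue studied.

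To find neighbouring genes, gene symbols were matched to the RefSeq table of the GRCz12tu assembly. This gave a place to 21747 of the 32520 genes, 19794 by symbol, 1026 by NCBI number and 927 by synonym. The assembly is not the one the authors mapped to, so it was used only for gene order, and genes within 10 Mb (or 5 Mb as an alternative) were called near.

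The alternatives tried were no filter on low counts, at least 10 counts in every library, RLE size factors in place of TMM, DESeq2 (1.42.0) on all libraries or on the 4 libraries compared, a minimum log2 fold change of 1, fits to only the libraries compared, a replicate block, a prior count of 0.5 and longer gene lists for the scores, and leaving out each library in turn, for the scores also with every genotype at equal weight. In the 8 against 8 comparison, the fit to only the libraries compared used all 16 libraries without a mean per genotype. Data were simulated with the fitted dispersions and 200 genes changed, each by an absolute log2 fold change of at least 1 and expected above 10 counts. Of these, 193 (96.5%) were recovered for the 8 against 8 comparison with 4.93% of 203 calls false, and 161 (80.5%) for gfi1aa−/− against WT with 4.17% false. No other difference between genotypes or clutches was simulated. The median absolute log2 fold change of genes called in the real data was 0.28 and 0.96 in these comparisons, so smaller changes were not tested. With no interaction simulated, 0 of 19478 genes were called.

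The gene ontology enrichment of the paper, its in situ hybridization, qPCR, chromatin immunoprecipitation and reporter assays were not analysed here. GC content was not analysed, because no genome sequence was used here.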

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

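The tests of the slc16a6a region, of the paired slc16a6a and SLC16A6 counts, and of the genotype splits of the interactions were chosen only after the results were seen.

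Some single libraries lay far from the others of their side. For sptb, gfi1 TM replicate 1 had a log2 CPM of 0.60, against 1.60 to 2.47 in the other 7 libraries of gfi1aa related mutants. For BX000534.1, gfi1 TM replicate 2 had −2.22, against −0.94 to −0.04. For acbd4, WT replicate 1 had −3.27, against −2.07 to −1.22 in the other libraries with gfi1aa intact. These are 3 of 66 groups of 8 libraries tested, where 3.3 are expected by chance, so the number is what chance gives. BX000534.1 and acbd4 have few counts in these libraries. No biological explanation was tested for these single libraries.

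For some named genes, the effect of losing gfi1aa differed with the other genes mutated, by a test of the interaction of gfi1aa with gfi1b or gfi1ab over 30 genes. Apart from the slc16a6a region treated next, these were all interactions with gfi1ab, at 0.47 for cdh5, 0.35 for etv2, 0.32 for tal1 and −0.45 for gata2a. Over all genes, 800 had a gfi1aa by gfi1b interaction and 1712 a gfi1aa by gfi1ab interaction. Of the 35 splits of the 8 genotypes into 4 and 4, only 4 have each mutation in 2 genotypes of either side and so carry no main effect of a mutation. Among these 4, 3 gave as many changed genes as the gfi1aa by gfi1b interaction and 1, the real split itself, as many as the gfi1aa by gfi1ab interaction, and 4 splits are too few to tell either number from chance. Both numbers also depended on single libraries. The first ranged from 347 without gfi1b−/− replicate 2 to 1766 without gfi1 TM replicate 1, and the second from 1018 without gfi1aa/1b DM replicate 2 to 3366 without gfi1 TM replicate 2. A dependence of cdh5, etv2, tal1 and gata2a on gfi1ab stays open, and so does a difference between the crosses that the genotypes were sorted from.

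Outside the genes that the paper discusses, the largest changes between gfi1aa related and unrelated mutants were fitted log2 fold changes of 9.93 for SLC16A6, 5.22 for BX000534.1, 4.42 for ENSDARG00000090107, 3.44 for acbd4 and 3.06 for slc16a8, and of −5.17 for ENSDARG00000045144, −4.48 for slc16a6a, −4.10 for hbae5 and −4.01 for ghrhra. The fitted values of slc16a6a and ghrhra depend on the prior count, since both genes had 0 counts in gfi1aa−/−. The mean in gfi1aa related libraries was 39.0 CPM for slc16a6a, against 109 in the others, and 0.143 CPM for ghrhra, against 1.02. Where one side had 3 counts or fewer in every library, the change is a lower bound. SLC16A6 was at least 115-fold higher, BX000534.1 at least 3.18-fold higher and ENSDARG00000090107 at least 3.67-fold higher, while ENSDARG00000045144 was at least 3.89-fold lower and hbae5 at least 2.55-fold lower. In the gene order of GRCz12tu, acbd4, slc16a8, ENSDARG00000045144 and hbae5, with the paper's marker hbbe3, lie within 10 Mb of slc16a6a. SLC16A6, BX000534.1 and ENSDARG00000090107 could not be placed.

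slc16a6a had 103 CPM in WT, 115 in gfi1ab−/−, 106 in gfi1b−/− and 112 in gfi1b/1ab DM. It had 0 counts in both gfi1aa−/− libraries, 27.0 CPM in gfi1aa/1ab DM, 34.0 in gfi1aa/1b DM and 94.9 in gfi1 TM. Its interactions were 7.09 with gfi1b and 6.62 with gfi1ab, fitted values that depend on the prior count because of the 0 counts. slc16a8 had 2.97 CPM in WT, 33.7 in gfi1aa−/−, 29.8 in gfi1aa/1ab DM, 26.4 in gfi1aa/1b DM and 7.55 in gfi1 TM, with interactions of −1.11 with gfi1b and −0.92 with gfi1ab. SLC16A6 had 0 or 1 counts per library with gfi1aa intact, and 30.6 CPM in gfi1aa−/−, 25.4 in gfi1aa/1ab DM, 20.3 in gfi1aa/1b DM and 4.42 in gfi1 TM. The grading over genotypes that all lack gfi1aa argues against loss of gfi1aa alone as the whole cause of these changes. The marker hbbe3 in the same region had 0.687 CPM in gfi1aa−/−, 2.06 in gfi1aa/1ab DM, 0.745 in gfi1aa/1b DM and 1.46 in gfi1 TM, against 18.0 in WT. It stayed low in gfi1 TM, where slc16a6a was near its WT value. For hbbe3, this argues against the cause of the slc16a6a grading as the whole cause of its fall.

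Within 10 Mb of slc16a6a, 92 of 268 genes changed (34.3%), against 14.8% elsewhere (Fisher's exact test, odds ratio 3.01, p = 4.06e-15), in a region chosen after the values were seen. Among the 200 genes with the strongest change, of which 167 have a place, 18 of the 24 near slc16a6a differed between gfi1 TM and gfi1aa−/−, which is 75%, against 48 of 143 elsewhere, which is 33.6% (Fisher's exact test, p = 0.000198). A candidate explanation is a haplotype of the gfi1aa stock around slc16a6a that the genotypes carry in unequal amounts. An effect of gfi1aa on these genes that depends on the other mutations stays open.

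Reads of slc16a6a counted on SLC16A6 in a strain whose sequence differs from the reference are a further candidate explanation for this pair. The sum of both genes was 30.6 CPM in gfi1aa−/−, all of it on SLC16A6, against 103 in WT, 52.4 in gfi1aa/1ab DM, 54.3 in gfi1aa/1b DM and 99.4 in gfi1 TM. A full move of reads would have kept the sum, but a lower count on a copy that differs from the reference cannot be told apart from lower expression without the reads and the sequence.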

How the results depend on the processing

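The alternatives chosen after seeing the data were DESeq2 on the 4 libraries compared with an adjusted p and a minimum log2 fold change, equal weights of genotypes for the scores with a library left out, and leaving out a library for single genes in gfi1aa−/− against WT.

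For the named genes, 152 of 153 values under the alternatives had the same direction and side of the threshold, and 1 was weaker, gfi1aa with DESeq2 on all libraries (adjusted p = 0.066). With a library left out, 550 of 564 were the same, 11 weaker, 1 stronger and 2 moved. The weaker values were all of gfi1aa, the stronger value was gata2a without gfi1aa/1ab DM replicate 2 (0.17, adjusted p = 0.046), and the 2 that moved were sptb in gfi1aa−/− against WT without either gfi1aa−/− replicate, where the replicates were nearly identical. The log2 fold change of sptb, −1.18, moved further without a WT library, to −1.40 without WT replicate 2 and −0.94 without WT replicate 1. For scores, counts and shares, 153 of 186 values were the same, 3 weaker, 1 reversed and 29 moved, and with a library left out 228 of 256 were the same, 10 reversed and 18 moved. RLE size factors or DESeq2 shifted the median log2 fold change of all genes by −0.003 at most. In each fit that left out a library, 7 erythroid and 6 endothelial genes passed the threshold in gfi1aa related mutants. With at least 10 counts in every library, 5 erythroid genes could be tested and passed it.

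With no filter on low counts, 1706 genes had a gfi1aa by gfi1b and 2718 a gfi1aa by gfi1ab interaction. With at least 10 counts in every library, 850 genes were higher in gfi1aa−/− than WT, where fewer genes were tested. With a log2 fold change of at least 1 also required, 157 were higher and 175 lower in gfi1aa related mutants, 682 higher and 501 lower in gfi1aa−/− than WT, and 0 endothelial markers passed in either comparison. The genes changed against WT were then 848 in gfi1b−/−, 1005 in gfi1ab−/−, 1034 in gfi1b/1ab DM, 813 in gfi1aa/1b DM, 1104 in gfi1aa/1ab DM and 899 in gfi1 TM, and 728 between gfi1 TM and gfi1aa−/−. These falls follow from the stricter criterion. Fits to only the libraries compared gave 147 higher and 111 lower genes in gfi1aa related mutants, 150 changed in gfi1 TM against WT and 174 in gfi1 TM against gfi1aa−/−, and the cause was not tested. DESeq2 on the 4 libraries compared gave 848 higher and 709 lower genes in gfi1aa−/− and 3 endothelial markers, or 781, 636 and 0 with an unadjusted p and a log2 fold change of at least 1, or 487, 368 and 0 with the adjusted p. For the first of these the cause was not tested.

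The replicate block left the endothelial score differences at 0.27 for loss of gfi1ab (exact permutation test, p = 0.0556) and 0.29 for gfi1 TM (exact permutation test, p = 0.0625), the smallest p-values those designs allow. It gave 1302 higher and 1378 lower genes in gfi1aa related mutants. Over 28 pairs of genotypes, the correlation across genes between the deviations of same-numbered replicates from their genotype means lay between −0.09 and 0.09, and for 0 pairs it was over 0.1, so the replicate numbers do not pair the libraries. With the extra genes, the endothelial score difference for loss of gfi1ab was 0.15 (exact permutation test, p = 0.171), and that of the erythroid score for loss of gfi1b reversed to −0.085 (exact permutation test, p = 0.457). The cause was not tested.

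With each library left out in turn, the higher genes in gfi1aa related mutants ranged from 838 (without gfi1aa−/− replicate 2) to 1906 (without gfi1 TM replicate 2) and the lower genes from 1007 (without gfi1aa/1b DM replicate 2) to 2173 (without gfi1 TM replicate 2). The gfi1aa by gfi1b interaction ranged from 347 (without gfi1b−/− replicate 2) to 1766 (without gfi1 TM replicate 1) and the gfi1aa by gfi1ab interaction from 1018 (without gfi1aa/1b DM replicate 2) to 3366 (without gfi1 TM replicate 2). Among the 4 genotypes wild type for gfi1b, the log2 fold change of gfi1b on loss of gfi1aa, −0.16 with all libraries and −0.21 over all 8 genotypes, ranged from −0.42 (without gfi1aa/1ab DM replicate 1) to 0.038 (without gfi1aa/1ab DM replicate 2), and among the 4 genotypes wild type for gfi1ab, that of gfi1ab, 0.04 with all libraries and 0.19 over all 8 genotypes, from −0.12 (without gfi1aa/1b DM replicate 2) to 0.16 (without gfi1aa/1b DM replicate 1). The difference of the erythroid score ranged from −2.25 to −2.14 and that of the endothelial score from 0.64 to 0.70. For loss of gfi1b among gfi1aa related mutants they ranged from −0.14 (without gfi1 TM replicate 2) to 0.12 (without gfi1 TM replicate 1) and from −0.033 (without gfi1 TM replicate 2) to 0.11, for loss of gfi1ab from 0.24 (without gfi1 TM replicate 2) to 0.50 (without gfi1 TM replicate 1) and from 0.24 to 0.31, and for gfi1 TM from −0.32 (without gfi1 TM replicate 2) to 0.46 (without gfi1 TM replicate 1) and from 0.26 to 0.32. These score differences give each library the same weight, so leaving out a library also lowers the weight of its genotype. With every genotype at equal weight, the erythroid difference for loss of gfi1b ranged from −0.19 (without gfi1 TM replicate 2) to 0.20 (without gfi1 TM replicate 1), while the endothelial one stayed between 0.028 and 0.055 and did not reverse. For loss of gfi1ab they ranged from 0.13 (without gfi1 TM replicate 2) to 0.52 (without gfi1 TM replicate 1) and from 0.26 to 0.29. The cause of the other changes was not tested.

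With 2 libraries per genotype, exact tests between a pair of genotypes cannot pass the threshold, and genes with few counts, such as epb41b, carry large standard errors.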

Differences from the paper's values

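The paper's number of genes upregulated in gfi1aa−/− against WT is 690, and the number found here is 1287. Of the alternatives set before the data were examined, those that gave a number within 1.5 times the paper's were at least 10 counts in every library (850), DESeq2 on all libraries (986), an adjusted p-value with a log2 fold change of at least 1 (682), DESeq2 on the 4 libraries compared (848), and DESeq2 on those 4 with an unadjusted p and a log2 fold change of at least 1 (781). Those that did not were no filter on low counts (1635), RLE size factors (1274), the replicate block (1228), only the libraries compared (1452) and DESeq2 on the 4 libraries with an unadjusted p (1772). DESeq2 on the 4 libraries with an adjusted p and a log2 fold change of at least 1, chosen after seeing the values, gave 487, also within 1.5 times. Wherever a log2 fold change of at least 1 was required, 0 of the 6 endothelial genes that the paper calls upregulated passed. In the main fit, their log2 fold changes were at most 0.72. These settings therefore came near the paper's number of genes without including those 6. All 6 passed with at least 10 counts in every library and with DESeq2 on all libraries.

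The paper states that gata1 fell most in gfi1 TM, from in situ hybridization at a later stage than the 15 hpf of the RNA-seq. The 2 measures are therefore not of the same stage. In the RNA-seq, gata1a in gfi1 TM against gfi1aa−/− had a log2 fold change of 0.29 (standard error 0.17, adjusted p = 0.308). The legend of Figure 1A calls gata1 increased where the text calls it decreased, and the log2 fold change of gata1a in gfi1aa−/− against WT was −1.88.

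The paper states that gfi1b was lower and gfi1ab higher in gfi1aa related mutants. Its text names in situ hybridization for gfi1ab and no assay for gfi1b. Between gfi1aa related and unrelated genotypes, the log2 fold change here was −0.21 for gfi1b (standard error 0.13, adjusted p = 0.306) and 0.19 for gfi1ab (standard error 0.14, adjusted p = 0.408). None of the settings run, leaving out a library included, put either past the threshold. The paper describes gfi1ab in the intermediate cell mass, while these are counts of whole embryos, with only 23 to 74 per library for gfi1ab. A change confined to that region could be missed here, so these values do not contradict the paper's.

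The paper states that gata2 was unaltered in gfi1aa−/−, from in situ hybridization. In the RNA-seq, gata2a was higher in gfi1aa−/− than in WT, with a log2 fold change of 0.44 (standard error 0.13, adjusted p = 0.040). The size of this change depended on single libraries, from 0.28 without gfi1aa−/− replicate 1 to 0.58 without gfi1aa−/− replicate 2. Between gfi1aa related and unrelated genotypes its log2 fold change was 0.11 (standard error 0.066, adjusted p = 0.269).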

Other observations

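The tests of splits of the genotypes, gene span, the shared WT libraries and stage in gfi1aa−/− and gfi1aa/1b DM were chosen only after the results were seen.

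The number of genes changed between gfi1aa related and unrelated mutants was compared with other splits. With only the 2 sides fitted, 258 genes changed, and 1 of 100 splits of the 16 libraries, the real split itself, gave as many, where the drawn splits had a median of 0 and a highest value of 113. When whole genotypes were split into 4 and 4 with a mean per genotype, 6 of the 35 splits gave as many changed genes as the split by gfi1aa. These splits also carry parts of the effects of the mutations, and of the 18 splits with 2 gfi1aa related genotypes on each side, 2 gave as many, 1 of them the split by gfi1ab. The split by gfi1b had 1939 changed genes and 18 of 35 splits gave as many. The split by gfi1ab had 4761 and only this split of the 35 gave as many, that is 1. Differences between genotypes other than loss of gfi1aa, such as the other mutations or clutch, may therefore give as many changed genes, and an effect of gfi1aa on this number stays open beside them. Of the 2896 changed genes, 332 had an absolute log2 fold change of at least 1.

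Genes that changed gathered near the mutated genes. Within 10 Mb of gfi1aa, 56 of 214 genes changed on its loss (26.2% against 15.0% elsewhere; Fisher's exact test, odds ratio 2.01, p = 2.89e-05). Near gfi1b, 52 of 253 changed on loss of gfi1b (20.6% against 9.57%; Fisher's exact test, odds ratio 2.44, p = 1.67e-07), and near gfi1ab, 74 of 196 changed on loss of gfi1ab (37.8% against 24.3%; Fisher's exact test, odds ratio 1.89, p = 3.59e-05). Near the other mutated genes, Fisher's exact test gave p-values from 0.130 to 0.627. This is consistent with linked variants of the mutated chromosomes. Regulation by the genes themselves of their neighbours was not tested.

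Library size and gene length were weighed for the changes in erythroid and endothelial genes. Total counts did not differ between gfi1aa related and unrelated libraries (exact permutation test, p = 0.347), which gives no sign of an effect of library size. In a fit to only the genes with a known span, 2692 genes changed, and after a trend on gene span was removed, 2299 of these (85.4%) were still changed, and so were all 13 markers, which argues against gene length as the whole cause. For GC content 0 columns were given in the tables and no sequence was used here, so it could not be weighed.

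A younger stage of the gfi1aa related clutches may lower erythroid genes. The muscle score, used as a measure of stage, did not separate gfi1aa related from unrelated libraries (exact permutation test, p = 0.228). gfi1 TM had the highest muscle score, 0.45 ± 0.03 (SD, n = 2), with an erythroid score of −1.04. gfi1b−/− had a muscle score of −0.35 ± 0.01 (SD, n = 2), with an erythroid score of 0.82. The values of gfi1 TM argue against a younger stage as a cause shared by all 4 genotypes. In gfi1aa−/− the muscle score differed from WT by −0.63. gfi1b−/− had a muscle score almost as low, yet the erythroid score of gfi1aa−/− differed from that of gfi1b−/− by −2.20, which argues against a younger stage as the whole cause in gfi1aa−/−. A smaller share of stage stays open. gfi1aa/1b DM had the lowest muscle score, −0.53 ± 0.042 (SD, n = 2), which differed from WT by −0.70. It differed from gfi1b−/− by −0.18 in the muscle score and −1.96 in the erythroid score. For gfi1aa/1b DM, a younger stage and loss of gfi1aa cannot be told apart, since its muscle score lay further below that of gfi1b−/−, the lowest with gfi1aa intact, than the muscle score of gfi1aa−/− did.

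Genes changed in gfi1aa−/− against WT were often changed alike in mutants with gfi1aa intact. Of the 1287 higher genes 311 (24.2%), and of the 1126 lower genes 186 (16.5%), changed the same way against WT in gfi1b−/−, gfi1ab−/− and gfi1b/1ab DM. Chance values of the shared WT libraries gave 0 such genes in a simulation. Across genes, which are not independent replicates, 6 correlations of comparisons with no library in common were between 0.495 and 0.532. A difference between the WT embryos and every mutant line, such as their clutch, is a candidate explanation, and an effect shared by all the mutations stays open and untested.

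Most genes changed in gfi1aa−/− against WT were not called changed on loss of gfi1aa in the other backgrounds. Of the 1287 genes higher in gfi1aa−/− than WT, 79 were also higher in gfi1aa/1b DM against gfi1b−/−, 153 in gfi1aa/1ab DM against gfi1ab−/− and 38 in gfi1 TM against gfi1b/1ab DM, while 1078 (83.8%) were higher in none of these and 274 were lower in at least 1. Of the 1126 lower genes, 90, 176 and 59 were also lower, 247 (21.9%) in at least 1 of the 3. Across genes, which are not independent replicates, the log2 fold changes in gfi1aa−/− against WT were compared with those in the other 3 backgrounds. The Pearson correlations were −0.11, −0.18 and −0.02, and the Spearman correlations were −0.035, 0.005 and −0.016. Among these 3 backgrounds, the Pearson correlations were between 0.11 and 0.30 and the Spearman correlations between 0.084 and 0.32. A difference between the WT embryos and the mutant lines would also lower the overlap, so a response that differs between backgrounds was not shown. In all 4 backgrounds 10 genes were higher and 16 lower, where 0.0193 and 0.0190 are expected if the comparisons were independent. The higher genes include 4 endothelial and the lower genes 5 erythroid markers of the paper. Of 24 with a place in GRCz12tu, 3 lie within 10 Mb of gfi1aa (mtf2, usp33 and tfr1a) and 4 within 10 Mb of slc16a6a (slc16a8, ENSDARG00000075527, hbbe3 and ENSDARG00000045144), which were named after their values were seen.

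Over all 8 genotypes, 3 of the 7 erythroid and 4 of the 6 endothelial genes were higher in gfi1ab mutants than in genotypes with gfi1ab intact. For gfi1b mutants 0 of either list changed, and 0 at an unadjusted p under 0.05. The other genes named by the paper had these values. In gfi1aa related against unrelated genotypes, the log2 fold change was 0.19 for tal1 (standard error 0.041, adjusted p = 0.0074), 0.22 for fli1a (standard error 0.051, adjusted p = 0.012), 0.54 for kdrl (standard error 0.053, adjusted p = 1.67e-05) and 0.02 for kdm1a (standard error 0.031, adjusted p = 0.667). In gfi1aa−/− against WT, tal1 had 0.01 (adjusted p = 0.942), fli1a 0.15 (adjusted p = 0.39) and kdrl 0.30 (adjusted p = 0.081).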
